# Gene Bionetwork Analysis of Ovarian Primordial Follicle Development

**DOI:** 10.1371/journal.pone.0011637

**Published:** 2010-07-16

**Authors:** Eric E. Nilsson, Marina I. Savenkova, Ryan Schindler, Bin Zhang, Eric E. Schadt, Michael K. Skinner

## Abstract

Ovarian primordial follicles are critical for female reproduction and comprise a finite pool of gametes arrested in development. A systems biology approach was used to identify regulatory gene networks essential for primordial follicle development. Transcriptional responses to eight different growth factors known to influence primordial follicles were used to construct a bionetwork of regulatory genes involved in rat primordial follicle development. Over 1,500 genes were found to be regulated by the various growth factors and a network analysis identified critical gene modules involved in a number of signaling pathways and cellular processes. A set of 55 genes was identified as potential critical regulators of these gene modules, and a sub-network associated with development was determined. Within the network two previously identified regulatory genes were confirmed (i.e., Pdgfa and Fgfr2) and a new factor was identified, connective tissue growth factor (CTGF). CTGF was tested in ovarian organ cultures and found to stimulate primordial follicle development. Therefore, the relevant gene network associated with primordial follicle development was validated and the critical genes and pathways involved in this process were identified. This is one of the first applications of network analysis to a normal developmental process. These observations provide insights into potential therapeutic targets for preventing ovarian disease and promoting female reproduction.

## Introduction

An emerging concern in the field of biomedical research is that the common reductionist approach to studying biological processes may not be adequate to fully understand the complex interplay of cellular signaling, gene expression, and other complex molecular processes that occur within a tissue or organ. Examples of reductionist studies that have driven much of our understanding of biological processes associated with complex phenotypes like disease include the knockout mouse experiments and *in vitro* cytokine treatment to assess the effects of gene-specific perturbations on cell or tissue biology. Results from these types of studies provide information on candidate regulatory factors, but typically do not elucidate the network of factors or processes required for a normal developmental biology or pathobiology. A holistic, systems biology, approach to studying normal developmental processes can be a powerful tool that is complementary to the more reductionist experiments. In the spirit of a systems-based approach to development, the current study was designed to identify gene networks involved in ovarian primordial follicle development and to characterize critical regulatory factors involved in this development process.

In mammals, all the oocytes (eggs) that will be used over a female's lifetime are present in the ovary at birth in a finite pool. These oocytes are arrested in prophase of the first meiotic division and are each surrounded by flattened pre-granulosa cells to form a structure called a primordial follicle [1]. During the reproductive lifespan of a female, follicles gradually leave the arrested pool to undergo a primordial to primary follicle transition. A follicle undergoing follicle transition has an increase in oocyte diameter and the associated granulosa cells proliferate and change from a flattened to cuboidal in shape. Once primordial to primary follicle transition has occurred the follicle either continues to develop to the point of ovulation or undergoes atresia [1], [2], [3], [4]. Previously cell-to-cell communication with extra-cellular growth factors has been shown to regulate the initiation of primordial follicle development. These studies have primarily used a reductionist approach to test candidate growth factors one at a time for their ability to affect follicle transition. A number of paracrine growth factors have been identified as having a role in early follicle development (reviews [4], [5]).

To move beyond examining single gene effects on this development process, gene network analysis can be employed to identify groups (e.g. modules) of genes whose expression is regulated in a coordinated manner (gene network) [6], [7], [8]. In this type of analysis, a biological system is surveyed in the context of disease (or other interesting phenotypes) with microarrays multiple times with and without perturbations that cause the system to change. A novel bioinformatics analysis is used to identify modules of genes associated with biological systems (bionetwork). The great majority of network analyses have focused on disease states and been used to better understand the systems biology of disease processes and identify potential therapeutic targets [9], [10], [11], [12], [13], [14], [15]. The current study was designed to determine if network analysis can be applied to study a normal development process.

The current study used whole rat ovaries cultured *in vitro* in a manner that allowed primordial to primary follicle transition. The ovaries were treated with one of eight different growth factors previously shown to regulate primordial follicle transition in comparison to untreated control cultures. The mRNA was isolated from the ovaries and used for microarray transcriptome analysis to globally survey gene expression under these different treatment conditions. The effects of each growth factor on gene expression were analyzed to determine similarities and differences in gene expression between the different growth factor treatments. Those genes whose mRNA expression changed with any treatment were subjected to network analysis to identify pathways and genes with a high degree of connectivity between other genes and pathways. From the networks constructed from these data we identified a list of critical modules of regulated genes forming gene sub-networks that were used to identify regulatory genes involved in primordial follicle development. Not only were previously identified regulatory factors/genes associated with this process identified from this network analysis, but a number of putative regulators of follicle transition not previously associated with this process were also determined. One of the new candidate genes, connective tissue growth factor (Ctgf) [16], was tested experimentally and found to promote primordial to primary follicle transition. Observations demonstrate the utility of this network analysis to be used as a systems biology approach to study normal developmental processes in complex systems.

## Results

### Primordial Follicle Transcriptome Analysis

A number of regulatory factors have been shown to affect primordial to primary follicle transition, including Amh [17], [18], Fgf2 [19], [20], [21], Bmp4 [22], [23], Gdnf [24], Fgf7/KGF [25], Kitlg [19], [26], [27], Lif [28] and Pdgfa [29]. In order to determine the underlying gene networks and processes involved in primordial follicle development, microarray analysis was performed on RNA from whole rat ovaries treated for two days in vitro with each of the above listed growth factors independently. There were three independent RNA samples of pooled ovaries for each growth factor treatment (except for GDNF, which had only two sample replicates), and corresponding control samples for a total of 38 RNA samples. These were evaluated using 38 Affymetrix Rat Gene 1.0 ST microarrays. The array data were analyzed together using normalization and pre-processing described in the Methods. 

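The 38 samples were RNA from whole ovaries of 4-day-old rats, kept in organ culture for 2 days (48 h in the sample labels) with no growth factor or with 1 growth factor at 50 ng/ml. Each sample pooled 2 or 3 ovaries of a single culture well, taken from different pups of the same litter. The labels give 3 samples for each of AMH, BMP4, FGF2, FGF7, GDNF, KITLG, LIF and PDGFab, and 14 untreated controls. For GDNF the paper states 2 sample replicates and the labels give 3. With the 14 controls, the paper's total of 38 samples is reached only with all 3, and all 3 entered the comparisons. Every array measured 27342 probe sets, of which 15097 carried 1 gene symbol, 323 carried several and 11922 carried none in the annotation used here. The authors processed the 38 scans together by RMA with an adjustment for the GC content of the probes, and the deposited values are log2 expression levels. The median level of an array lay between 5.93 and 6.01, and the correlation of one array with another over all probe sets lay between 0.964 and 0.997. Each growth factor was compared with the 14 controls in a single limma fit of all 38 arrays, which gives the 8 comparisons the same estimate of spread. The p-values were adjusted over the 27342 probe sets by the Benjamini-Hochberg method, and a probe set counted as changed at an adjusted p under 0.05. A wider count used the criteria of the study with limma's p in place of the plain test: an unadjusted p of at most 0.05, a ratio of the linear group means of at least 1.2 or at most 0.83, and an absolute difference of these means of at least 10. The comparisons, the gene lists and the rule for naming genes were set before the data were examined, with Table 2 and Table S1 of the paper known, and so were the alternatives except 3 control axes, leaving out controls 12, 13 and 14, and the paired t-test for CTGF. The precision is limited by the 3 arrays behind each treatment, and the exact permutation test for 3 arrays against 14 has 680 splits and cannot go below 0.00147.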

Each growth factor treatment resulted in 79 to 349 genes with altered expression compared to controls (Figure 1). 

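LIF gave the largest rise named in any of the comparisons. Reg3g, which encodes a secreted lectin of the Reg family, stood at a log2 level of 10.37 ± 0.53 (SD, n = 3) in LIF-treated ovaries and 5.31 ± 0.62 (SD, n = 14) in controls, a log2 change of 5.06 (SE 0.30, adjusted p = 1e-13 from limma). Its relative Reg3b rose by 3.31 (SE 0.18, adjusted p = 4.25e-14), and Socs3, the feedback inhibitor of JAK-STAT signalling, rose from 6.75 ± 0.27 to 8.68 ± 0.55 (adjusted p = 2.01e-08). FGF2 raised Dusp6, the phosphatase that shuts off ERK, from 8.11 ± 0.40 to 10.30 ± 0.95 (adjusted p = 9.81e-05), and Pnoc, the precursor of the neuropeptide nociceptin, by 2.35 (SE 0.35, adjusted p = 0.000421). PDGFab raised Prrx1, a homeobox gene of mesenchymal cells, from 7.33 ± 0.39 to 8.70 ± 0.81 (adjusted p = 0.0117). Socs3 was 2.09 log2 units higher with LIF than with FGF2 when the treatments were compared directly (SE 0.23, adjusted p = 1.34e-06), and Dusp6 was 2.15 higher with FGF2 than with KITLG (SE 0.38, adjusted p = 0.0131).
Each gene named here as changed moved in that direction from the control mean in 3 of 3 treated samples. LIF changed 73 probe sets at an adjusted p under 0.05, 70 of them higher and 3 lower, and 1045 met the study criteria (780 higher, 265 lower). Among the higher genes were the kininogens Kng2 and Kng1 (log2 changes of 2.02 and 1.38), which are precursors of bradykinin, the protease inhibitor A2m (1.71), the secreted chaperone clusterin, Clu (1.32), and Reg1a (1.34); each of these 5 stood above the highest control in all 3 LIF samples (exact permutation test, p = 0.00147). C7 of the complement cascade, the oncostatin M receptor Osmr, the fibrinogen chain Fgg and the interleukin-1 receptor Il1r1 rose by 1.62, 1.46, 1.29 and 1.28, and Sptssa, a subunit of the enzyme that starts sphingolipid synthesis, fell by 0.70. With FGF2, 257 probe sets changed (206 higher, 51 lower) and 1856 met the study criteria (1210 higher, 646 lower). The prostaglandin synthase Ptgs2 and the cortisone reductase Hsd11b1 rose by 1.35 each, the GTPase Rem1 by 1.34, and neurogranin (Nrgn), the receptor of melanin-concentrating hormone (Mchr1), Dusp4, the transcription factor Etv4, the ACTH receptor Mc2r and uroplakin Upk1b by 1.24 to 1.32. Smpx, a small muscle protein, placental growth factor (Pgf) and contactin Cntn3 fell by 1.31, 0.96 and 0.95. With PDGFab, 64 probe sets changed (50 higher, 14 lower) and 1458 met the study criteria (996 higher, 462 lower). The collagen triple helix protein Cthrc1, the glucose transporter Slc2a3, the phospholipase Pla1a and Hsd11b1 rose by 1.03 to 1.15, the lymphatic growth factor Vegfd by 0.86, the neuronal growth cone protein Gap43 by 0.80 and the cationic amino acid transporter Slc7a2 from 8.70 ± 0.20 to 9.44 ± 0.18 (adjusted p = 0.00396). The replication protein gene Rpa3 fell by 0.96 and the ribosomal protein gene Rps3a by 0.40. Whichever LIF sample was left out, 13 of the 73 calls held, among them Reg3b, Reg3g, Socs3, Clu, Reg1a, A2m, Kng2 and Kng1 (19, 24 and 56 without replicates 1, 2 and 3); 9 of the FGF2 calls held, among them Dusp6, Pnoc and the nucleoside transporter Slc29a1 (12, 197 and 142), and none of the PDGFab calls did (3, 27 and 1). With only the 3 treated arrays and the controls in the fit, 31 probe sets were called with LIF, 35 with FGF2 and 0 with PDGFab, where 2676 had an unadjusted p under 0.05 in the fit of all arrays.

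**Figure D1:**
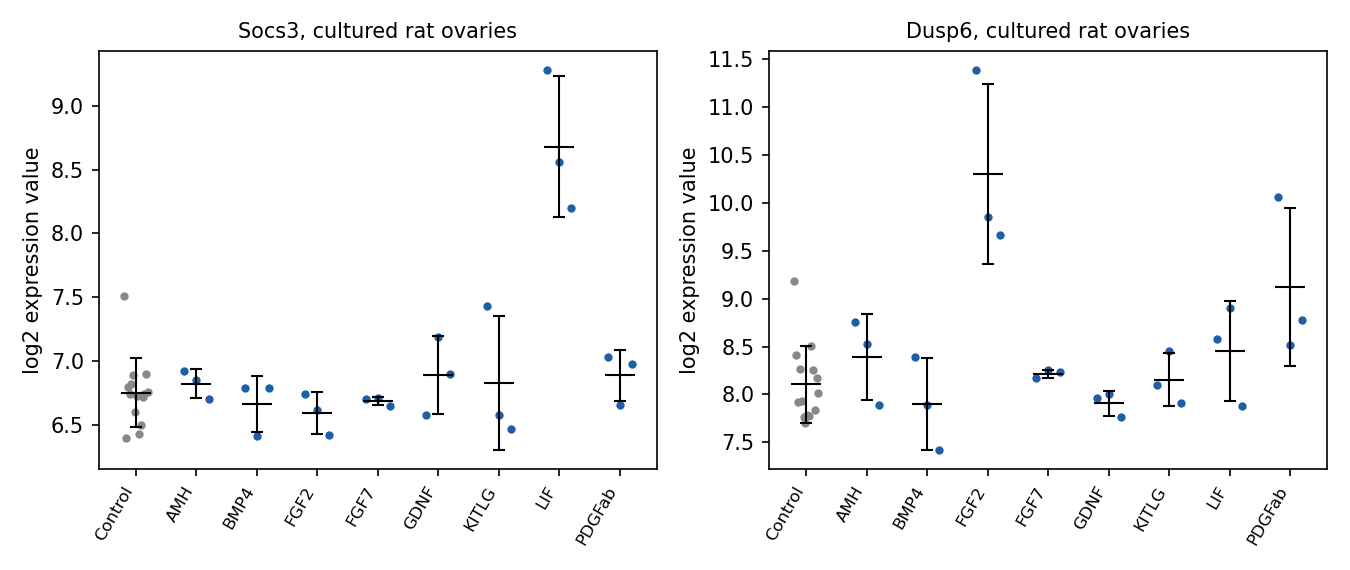
Log2 expression levels of Socs3 and Dusp6 on each of the 38 arrays, by treatment (3 arrays per growth factor, 14 controls); each point is 1 array and each bar the mean of its group. Socs3 has its highest mean with LIF (8.68) and Dusp6 with FGF2 (10.30).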

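In ovaries treated with AMH, the hormone that holds back follicle transition, the matrix metalloproteinase Mmp7 stood at 8.20 ± 0.42 (SD, n = 3) against 5.38 ± 0.93 (SD, n = 14) in controls, a log2 difference of 2.82 (SE 0.65), and the cadherin Cdh6 at 6.95 ± 0.39 against 5.58 ± 0.38, a difference of 1.37 (SE 0.29). Neither passed the adjustment over all probe sets (adjusted p = 0.31 and 0.236 from limma), although all 3 AMH samples lay above the highest control for both (exact permutation test, p = 0.00147). BMP4 and FGF7 lowered more probe sets than they raised: Tomm20, an import receptor of mitochondria, fell from 9.71 ± 0.23 to 8.94 ± 0.06 with BMP4 (adjusted p = 0.00675) and to 8.93 ± 0.04 with FGF7 (adjusted p = 0.00299). With KITLG, Mcpt1l1, Cpa3 and the chymase gene Cma1 were 1.66, 1.02 and 1.02 log2 units above controls, and H1f8 and Dppa3 were lower by a difference of -1.20 and -0.74, none of them past the adjustment (adjusted p from 0.173 to 0.571). GDNF raised mostly probe sets of low level, such as that of Or4c52 (5.46 ± 0.29 against 4.58 ± 0.35, adjusted p = 0.00705).
No probe set passed an adjusted p of 0.05 in limma with AMH, where 1388 had an unadjusted p under 0.05 and 588 met the study criteria (388 higher, 200 lower). The other leading AMH genes were the GABA receptor subunit Gabrp (a difference of 2.06), Plet1 (2.02), the calcium-binding protein S100g (1.87), the vitamin D hydroxylase Cyp24a1 (1.63), the epithelial transcription factor Elf3 (1.27), the tetraspanin Tspan1 (1.21), the aquaporin Aqp8 (1.20) and claudin 4, Cldn4 (1.15), all of which fail the adjustment; in a fit of the AMH arrays and controls alone 10 probe sets passed, among them Cyp24a1, Cdh6, Elf3, Tspan1 and Aqp8 (adjusted p = 0.0351 each). Among the lower values were the Wnt inhibitor Notum (-0.57) and the gonadal homeobox gene Lhx9 (-0.56, adjusted p = 0.958). BMP4 changed 75 probe sets (12 higher, 63 lower) and 1224 met the study criteria (576 higher, 648 lower): the lysosomal protease Ctsl fell from 11.21 ± 0.21 to 10.58 ± 0.05, the signal recognition particle gene Srp9 by 0.81, the signal peptidase subunit Sec11c by 0.60 and the mitochondrial ADP/ATP carrier Slc25a4 by 0.48, while Lmbr1l rose by 0.46 and the mannosyltransferase Alg3 by 0.42. FGF7 changed 22 probe sets (2 higher, 20 lower) and 1137 met the study criteria (558 higher, 579 lower), with falls of Fkbp3 by 0.58, the translation factor gene Eif3e by 0.56, the histone chaperone Nasp by 0.45 and the vacuolar ATPase subunit Atp6v1g1 by 0.43. KITLG changed 12 probe sets (2 higher, 10 lower) and 1215 met the study criteria (592 higher, 623 lower). Bccip, a partner of BRCA2 and p21, fell with KITLG from 9.25 ± 0.31 to 8.42 ± 0.17 (adjusted p = 0.0334). GDNF changed 517 probe sets (429 higher, 88 lower) and 1639 met the study criteria (536 higher, 1103 lower). Of the 429 higher ones, 403 lay below the median level of all probe sets (5.98), 26 of the 517 were olfactory receptors, which make up 1127 of all 27342 probe sets, and 333 carried no name here. Genes at higher levels that fell with GDNF included the ribosomal protein gene Rpl31, from 11.90 ± 0.31 to 11.30 ± 0.08 (11.21, 11.31 and 11.37 in samples 1, 2 and 3). The brightest of the Rpl31 probe sets, used for the gene list, differed by -0.40 and did not pass (adjusted p = 0.111). The ribosomal protein gene Rpl10a fell by 0.57, the interferon-induced gene Ifitm2 by 0.66 and the actin-binding protein gene Cfl1 by 0.50. Or4c52 stood at 5.78, 5.19 and 5.42 in samples 1, 2 and 3. With each pair of GDNF samples, as in the 2 replicates that the paper states, 59 (samples 2 and 3), 102 (1 and 3) and 248 (1 and 2) probe sets passed the adjustment. Leaving out 1 treated sample ended every call of BMP4 (7, 0 and 0 held without replicates 1, 2 and 3), of FGF7 (0, 11 and 0) and of KITLG (0 each) at least once, and 16 of the 517 GDNF calls held throughout (54, 91 and 192). With only the treated arrays and the controls in the fit, 0 probe sets were called with BMP4 and KITLG, which had 2452 and 2367 at an unadjusted p under 0.05 in the limma fit of all arrays, 1 with FGF7 and 5 with GDNF.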

The lists of the genes affected by each treatment are presented in Table S1. There were relatively few genes with altered expression in common between the different treatments (Figure 1). 

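Several genes responded to more than 1 growth factor. Scamp4, a membrane protein of the secretory pathway, rose with FGF2, FGF7, KITLG, LIF and PDGFab at an adjusted p under 0.05 from limma, and Bccip fell with BMP4, FGF2, FGF7, KITLG and PDGFab. Rpa3, Sptssa and Tomm20 fell with 4 growth factors each. Of these calls only that of Bccip with FGF2 held with each treated sample left out in turn. FGF2 and PDGFab shared the most. Of the 1458 probe sets that met the study criteria with PDGFab, 804 also met them with FGF2. Of the 804, 575 were higher with both, 229 lower with both and none in opposite directions. The 804 are 55.1% of the PDGFab list and 43.3% of the FGF2 list.
Independent lists of these sizes would share 44.1 probe sets among the higher ones and 10.9 among the lower ones. With the replicate number as a block or array quality weights, the highest share was that of the AMH list found in the FGF7 list (61.7% and 56.5%). The block leaves only controls 1 to 3 in the comparison, because no treated array carries the numbers 4 to 14. All comparisons use the same 14 controls, which by itself makes lists overlap. In simulated groups with no change against these controls, the FGF2 and PDGFab lists shared 43.0 probe sets on average, and the highest share of one list found in another was 10.1% on average and 12.5% at most over 20 simulations. With the controls split at random into 2 groups of 7, so that the growth factors of a pair shared none, FGF2 and PDGFab shared 607.3 probe sets on average, and the highest share of any pair averaged 41.5% over 10 splits (33.5% to 55.5%). Groups of 3 controls taken as if treated and set against the 8 other controls gave a median share of 13.2% and a highest share of 58.1%, and 1 of the 100 draws was as high as the observed share. Each draw gives 1 pair of lists, while the observed share is the highest of 28 pairs. This count therefore makes the observed share look rarer than it is. The next largest overlaps were those of FGF2 with KITLG (543 probe sets, 44.7% of the KITLG list), BMP4 with FGF7 (538, 47.3% of the FGF7 list) and BMP4 with KITLG (484, 39.8% of the KITLG list). The simulation takes the groups as independent, while FGF2 array 2 stood nearest to PDGFab array 3 (r = 0.437), FGF2 array 3 to PDGFab array 2 (r = 0.39), FGF2 array 1 to control 1 (r = 0.666), which KITLG array 1 also resembled (r = 0.585), BMP4 array 2 to FGF7 array 2 (r = 0.506) and KITLG array 2 to BMP4 array 2 (r = 0.464), so that culture days shared by treatments are not excluded as a source of these overlaps. With GDNF, 150 of the 168 probe sets shared with LIF were opposite in direction, 154 of 193 with KITLG, 148 of 215 with FGF2, 148 of 214 with BMP4, 129 of 190 with PDGFab, 50 of 86 with AMH and 74 of 142 with FGF7. The GDNF arrays resembled untreated controls 12 to 14 (mean r = 0.525) more than the other 11 controls (-0.085). Variation shared with these untreated ovaries is therefore not excluded as a source of the opposite directions.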

Less than 10% of the genes changed by any one growth factor treatment were found to be changed in any other treatment. 

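FGF7, also called keratinocyte growth factor, and AMH shared 262 of the probe sets that met the study criteria, 176 higher with both and 86 lower with both, which is 44.6% of the AMH list and 23.0% of the FGF7 list. Mmp7, the gene with the largest difference above controls in AMH-treated ovaries, belongs with Tspan1 to the tan module of the paper, whose score was 1.73 SDs above controls with AMH. With FGF7 the score of the tan module was 1.15 higher with 2 of the 3 arrays above the control mean, and 0.45 higher without replicate 3 (adjusted p = 0.244 for the 3 arrays, exact permutation test). Pdgfa, a ligand of PDGF receptors, was lower with both, at 6.96 ± 0.21 with AMH and 6.92 ± 0.07 with FGF7 against 7.39 ± 0.31 in the 14 controls, and did not pass the adjustment (adjusted p = 0.946 and 0.377 from limma). The replication protein gene Rpa3 was 0.53 log2 units lower in AMH-treated ovaries and fell by 1.16 in those treated with FGF7 (adjusted p = 0.946 and 0.0115).
Independent lists of these sizes would share 7.9 higher and 4.2 lower probe sets. Unchanged groups simulated against the shared controls shared 42.8 on average and 53 at most, and with the controls split into 2 groups of 7 AMH and FGF7 shared 166.7 on average. Over all 27342 probe sets, which are not independent replicates, the log2 changes with AMH and FGF7 correlated at r = 0.594 (0.176 in simulated unchanged groups), and their covariance of 0.0154 was 0.0101 on average with such split controls, beside 0.00407 in simulated groups and 0.0272 in the highest reshuffling of the arrays. FGF7 array 3 stood nearest to AMH array 3 (r = 0.512), and AMH array 2 had FGF7 array 2 as its second nearest (r = 0.362), so that culture days shared by the 2 treatments are not excluded as a source of the overlap.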

The exception was Fgf7/KGF, which had a more than 30% overlap of altered genes with Amh. There were no individual genes that changed expression levels in response to more than three of the eight original treatments (Table S1).

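Some genes met the study criteria with most of the growth factors. Cox8a, Cox6a1 and Atp5mc2, subunits of cytochrome oxidase and ATP synthase, Ndufb6 and Ndufs8 of complex I, the copper chaperone Atox1 and Dad1 of the glycosylation machinery met them with all 8 growth factors, higher with 7 and lower with GDNF. Ndufa1, also of complex I, was lower with 7, the selenoprotein gene Selenok was lower with all 8, and Srp9 was lower with 7 and higher with GDNF. Few of these passed the adjusted test; Cox8a rose with FGF2 by 0.87 (SE 0.22, adjusted p = 0.0431 from limma), and Atp5mc2 passed with FGF2 and PDGFab; neither gene held with each treated sample left out in turn (adjusted p up to 0.226 for Cox8a).
In all, 599 of the 5627 probe sets that met the study criteria with any growth factor met them with more than 3, 470 of them in 1 direction only. Simulated unchanged groups against the same controls gave 35.2 such probe sets on average over 5 simulated sets, which take the groups as independent, while arrays of different treatments resembled each other (KITLG array 1 and LIF array 1 at r = 0.726). At an adjusted p under 0.05, 916 probe sets changed with at least 1 growth factor and 12 with more than 3. From the small number of genes in common between the treatments, the paper goes on to reason that the growth factors meet in pathways and not in single genes.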

**Figure 1:**
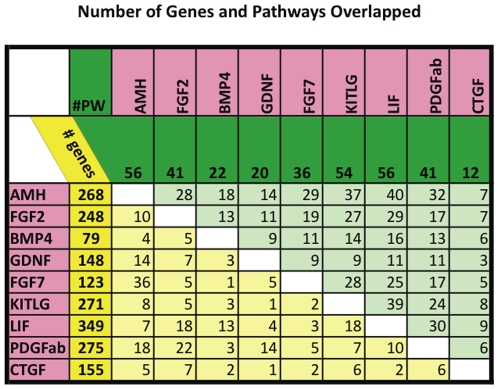
Number of genes and pathways overlapped between signature (growth factor treatment group) lists. Total number of differentially expressed genes for each growth factor is shown in dark yellow column, number of genes overlapped between each pair of signature lists – in light yellow columns. Total number of KEGG pathways affected by each growth factor is shown in dark green row; number of KEGG pathways overlapped for each pair of growth factors is shown in light green row. CTGF analysis separate from the network analysis.

The complete list of genes whose expression levels changed with any of the treatments was compared to curated lists of genes from the KEGG database to identify processes that may be important for primordial follicle development. Automated unbiased matching of lists of affected genes to KEGG pathways was performed with Pathway Express (Intelligent Systems and Bioinformatics Laboratory; http://vortex.cs.wayne.edu/ontoexpress/). Pathways heavily impacted by genes whose expression altered in response to the growth factor treatments (Table 1) included pathways involved in cell surface and extracellular matrix regulation (cell adhesion molecules, adherens junction, focal adhesion, tight junction, gap junction, regulation of actin cytoskeleton), known signaling pathways (MAPK, notch, B-cell receptor, adipocytokine, toll-like receptor, ErbB, GnRH, Wnt, hedgehog, VEGF, Jak-STAT, TGF-beta, p53, insulin, PPAR), the complement cascade, axon guidance, glycan structure biosynthesis and pathways listing cell communication ligand-receptor interactions (cytokine-cytokine receptor, neuroactive ligand-receptor, ECM-receptor). 

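Single genes of cell surface and matrix adhesion rose with FGF2. Integrin alpha 1 (Itga1), a collagen receptor, rose by 0.85 (SE 0.16, adjusted p = 0.00343 from limma), integrin beta 5 (Itgb5) by 0.58 (adjusted p = 0.0152) and the heparan sulfate proteoglycan syndecan 4 (Sdc4) from 10.29 ± 0.45 (SD, n = 14) to 11.20 ± 0.23 (SD, n = 3; adjusted p = 0.0455). In the Wnt pathway, the antagonist Nkd2 rose by 0.74 with FGF2 (adjusted p = 0.00748), the secreted inhibitor Wif1 by 0.52 with GDNF (adjusted p = 0.0102) and the ligand Wnt4 by 0.79 with LIF (adjusted p = 0.0156).
With each FGF2 sample left out in turn, Itga1, Itgb5, Sdc4 and Nkd2 did not hold (adjusted p from limma up to 0.226, 0.292, 0.31 and 0.336), nor did Wif1 with GDNF and Wnt4 with LIF (0.113 and 0.795). Of 34 measured genes of a list of integrins, laminins and focal adhesion, 2 were higher with FGF2 and none lower (4 higher when adjusted over the list alone, with integrin alpha 11, Itga11, and caveolin, Cav1). With AMH none passed over all probe sets and 2 did when adjusted over the list alone, integrin beta 6 (Itgb6, a difference of 0.74) and laminin alpha 3 (Lama3, 0.29). Of 39 cell adhesion molecules 1 was higher with FGF2, and the claudins Cldn4 and Cldn7 passed with AMH when adjusted over the list alone (1.15 and 0.70). Of 38 Wnt genes 1 was higher with each of FGF2, GDNF and LIF (2 with FGF2 when adjusted over the list alone, the second being Dkk3 at 0.60). Of 20 Notch genes none passed over all probe sets, and Mfng (0.69) and Numb (0.33) did with FGF2 when adjusted over the list alone. The mean score of the Notch list was 0.55 SDs higher with FGF7 than in controls and that of the integrin list 0.57 higher with FGF2 (exact permutation tests, p = 0.0368 and 0.0632), or 0.24 without FGF2 replicate 1. None of the 270 scores, for 30 lists and 9 treatments, passed the Benjamini-Hochberg adjustment; 17 had an unadjusted p under 0.05 and the smallest adjusted p was 0.397. With camera, 47 of the 270 passed at the preset correlation of genes within a list and 1 with an estimated correlation, that of STAT3 targets with LIF.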

There was a high degree of overlap of affected pathways between different growth factor treatments (Figure 1). For the list of pathways containing altered genes, from 70% to 82% of those pathways are shared with at least one other treatment. Application of the hypergeometrical Fisher Exact Test to assess whether the number of overlapped pathways was significantly greater than expected by chance, revealed that the majority were statistically significant. The pathways containing altered genes from several growth factor treatments are presented in Table 1. Although few altered genes were found to overlap between different treatments (Figure 1), each growth factor treatment influenced similar pathways, Table 1 and Table S1. Therefore, each growth factor affects similar pathways via different genes.

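In direct comparisons of growth factors by single genes, few differences passed. FGF2 and PDGFab both act on receptor tyrosine kinases, and Dusp6 was 1.19 log2 units higher with FGF2 than with PDGFab in a direct comparison (SE 0.38, adjusted p = 1 from limma) and 2.09 higher than with FGF7 (SE 0.38, adjusted p = 0.0236). The amino acid transporter Slc7a2 rose with PDGFab and was 0.23 log2 units higher there than with FGF2 (SE 0.14, adjusted p = 1). The BMP target Id1, an inhibitor of differentiation, was 0.44 higher with BMP4 than with AMH, a ligand of the same receptor family (SE 0.22, adjusted p = 1).
Compared directly over all probe sets, 1 differed between FGF2 and PDGFab at an adjusted p under 0.05, 13 between FGF2 and FGF7, 17 between FGF2 and KITLG, and 51 between LIF and FGF2. None differed between BMP4 and AMH in limma. The log2 changes of 22 of the 28 pairs of growth factors correlated above 0 across all probe sets (mean r = 0.322, from -0.337 for GDNF and LIF to 0.71 for FGF2 and PDGFab), against a mean r of 0.176 in simulated unchanged groups with the same controls. From small overlaps of genes beside large overlaps of pathways (Table 1), the paper concludes that the growth factors act on similar pathways through different genes.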

**Table 1:** Number of Regulated Genes in Pathways.

Pathway Name	Total List (1540)		Module Lists																Signature Lists								
	Total Overlap Number	Impact Factor	Short/Connected List	turquoise	blue	brown	yellow	green	red	black	pink	magenta	purple	green-yellow	tan	salmon	cyan	grey	AMH	bFGF	BMP4	GDNF	KGF	KL	LIF	PDGF	CTGF
Number of genes in the list			55	194	182	158	150	139	112	99	85	68	45	32	29	28	22	157	268	248	79	148	123	271	349	275	155
Neuroactive ligand-receptor interaction	**22**	**1.23**	1	2		5	2	1	3			1	1	2	1		1	3	4	5		1	4	5	4	6	3
Focal adhesion	**19**	**3.62**	3	7	1	7	1		1			1	1						3	3			4	8	3	1	
MAPK signaling pathway	**19**	**3.00**	6	7	1	3	4	1						1			1	1	6		4		5	4	6		
Cell adhesion molecules (CAMs)	**15**	**107**	1	1	3	2	1		1			3		1	1			2	6	2	3	2		3	2	2	1
Axon guidance	**15**	**6.34**	1	4	1	2	4	1						1	1				6		1	3	2	3	3	3	
Cytokine-cytokine receptor interaction	**15**	**2.24**	1	3	3	4	3			1								1	2	1	4		1	6	5		1
Calcium signaling pathway	**13**	**1.72**	1	3		5	1		2					1			1		3	2		1	2	3	4	1	
Regulation of actin cytoskeleton	**12**	**2.18**	2	5	1	4	2												4	2			5	4			
Cell Communication	**11**	**4.70**		2		4	3		1			1							3	1	2		1	4	1	1	
Jak-STAT signaling pathway	**11**	**1.88**		3	1	3	1			2				1					1	1			1	4	4		1
Adipocytokine signaling pathway	**10**	**2.94**		2			2	2			1		1	1		1			1	1	2				7	1	1
ECM-receptor interaction	**9**	**4.23**	2	2		4	2		1										1	2	1			5	2		
Complement and coagulation cascades	**9**	**3.63**		1	1	2	4							1						2	4			1	4		1
Apoptosis	**9**	**2.94**		1		2	2	1		2	1								2	1	2			2	5		
Toll-like receptor signaling pathway	**9**	**2.92**		3	1	1		1	1					1				1	2	1	1		1	2	1	1	
Leukocyte transendothelial migration	**9**	**2.74**		1	2	3	1					1						1	3	1				5	1		
Gap junction	**9**	**2.73**	1	2	1	2	2	1						1					2				1	3	1	3	
Insulin signaling pathway	**9**	**1.35**			1	1		1	2			1	2			1				2	1		1	4		2	1
Adherens junction	**8**	**33.1**		3		3						1						1	2					3	4	1	
Glycan structures - biosynthesis 2	**8**	**3.83**	1	2	2			1	1							1		1	1	3		1	3		1		
T cell receptor signaling pathway	**8**	**2.71**		2	1	1	1						1					2	3			1	2	2	1		
Tight junction	**7**	**3.28**		1		1	1	1	1			1						1		1				2	4		
GnRH signaling pathway	**6**	**2.84**	1	2		2											1	1	1				2	2	1		
TGF-beta signaling pathway	**6**	**1.40**		1	2						1	2							1		2	1	2		1	1	1
PPAR signaling pathway	**6**	**1.24**	1	1		1	1	1								1		1		1		1		1	2		
Antigen processing and presentation	**5**	**36.8**			1			1				2						1	1	1	1	1			1		
Melanogenesis	**5**	**3.34**	1	2		1	1				1								1	1				1	2	1	
B cell receptor signaling pathway	**5**	**2.95**		2	1	2													2	1		1		2			
Wnt signaling pathway	**5**	**2.84**		3			1								1				2	1				1	3		
Hematopoietic cell lineage	**5**	**1.28**		1	1		2											1	1	2	2		1		1		
ErbB signaling pathway	**4**	**2.89**				2	1											1	1				1	3			
Hedgehog signaling pathway	**4**	**2.38**		2		2													1	2					1	1	
VEGF signaling pathway	**4**	**2.17**		1		2							1						1					1	1	1	
p53 signaling pathway	**4**	**1.37**			1		1			1				1							1			1	2	1	
Glycan structures - biosynthesis 1	**4**	**0.85**		1	1				1										1	1	2	1	1				
Renin-angiotensin system	**3**	**3.21**															1	2		1				2			
Notch signaling pathway	**3**	**2.95**				1	1	1											1					1	1		1
mTOR signaling pathway	**3**	**2.82**				1						1	1							1				1	1	1	
Basal transcription factors	**3**	**2.03**							1		1					1				1		1	1				
Fc epsilon RI signaling pathway	**3**	**1.87**		1		1							1						1					2			
Nucleotide excision repair	**3**	**1.49**														1		2	2	1			1			1	
Cell cycle	**3**	**1.13**	1	1					1					1							1		1	1	1		
Ubiquitin mediated proteolysis	**3**	**0.98**	1	1		1					1									1			1	1			
Phosphatidylinositol signaling system	**2**	**28.0**						1										1							2		

Number of regulated genes in affected KEGG pathways for each of modules and signature (Growth Factor Treatment) lists.

Pathway enrichment analysis was performed using KEGG database, current for July 2009, for which gene symbols were used as input data. From 1,540 probe sets, 1,137 were identified as annotated genes using Affymetrix RaGene-1_0-st-v1 Transcript Cluster Annotations, release 28 (March, 2009). Top 44 pathways shown except for disease pathways (not shown). No KEGG pathways were affected by genes from light-cyan or midnight-blue modules.

### Bionetwork Analysis

The complete list of genes whose expression levels changed with any growth factor treatment was subjected to a network analysis as described in Methods. 

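The samples of a treatment did not stand together. Of the 24 treated arrays, 3 were most similar to an array of the same growth factor and 7 to a control, and 8 of the 14 controls were most similar to another control. Of the variance over all probe sets, 25.8% lay between the 9 groups, where 21.6% is expected with no effect of the groups. GDNF was the exception in 1 respect: its arrays correlated with each other at a mean r of 0.57 after centring and with controls 12, 13 and 14 at 0.525, against -0.085 with the other 11 controls.
The first 3 components of the 38 arrays held 21.7%, 19.7% and 8.9% of the variance, and with the group means removed they held 24.7%, 20.2% and 8.7%. The dates of culture, RNA processing and array hybridisation that the paper corrected for are not in the labels used here, so that this correction was not repeated. As a measured substitute, the leading axis of variation among the 14 controls was entered as a covariate; Dusp6 and Pnoc with FGF2 and Socs3 and Reg3g with LIF stayed called, as did all 257 FGF2 calls, 71 of the 73 LIF calls and 281 of the 517 GDNF calls.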

Potential batch effects for culture date, RNA processing data and microarray performance date were corrected during the analysis, with no major effect on the analysis. The data were fit using a robust linear regression model (rim function from R statistical package), and then the residuals with respect to the model fit were carried forward in all subsequent analysis. The network analysis scores each gene according to how well, under different treatments, its changes in gene expression are correlated with the changes in expression of every other gene. This gives a connectivity score for each gene. High connectivity scores indicate that expression of this gene changes in concert with that of many other genes. In addition, the network analysis identifies gene modules in which the member genes have similar changes in expression in response to the various growth factor treatments. 

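Genes that the paper assigned to 1 module did vary together over the 38 arrays. In the turquoise module, Fgfr2, a receptor of FGF7 and FGF2, and the cytokine gene Il16 were among the most connected (sums of connection strengths of 29.9 and 28.7 over the 194 members). In the brown module Depdc2 (27.8) and the DNA methyltransferase Dnmt1 led, in the purple module the glycolytic enzyme gene Eno1, in the tan module Mmp7 and Tspan1, in the cyan module the ubiquitin ligase Rnf213 and in the green-yellow module the prostaglandin receptor Ptger3 and Clu. The modules came from these same arrays, so that their coherence is not independent evidence.
Connectivity was computed as the sum of the absolute Pearson correlations, raised to the power of 7, with the other members of the module, over the 12 modules for which Table S1 as read here holds as many probe sets as the paper gives; the lists of Table S1 held 1534 different probe sets. Over the 948 members of these modules the mean was 6.15, and the rank correlation with the connectivity of the paper, which is across genes, was 0.892. The mean squared correlation between members, corrected for chance, was 0.271, against 0.0545 on average in 20 random sets of 100 probe sets (0.0653 at most).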

Gene modules are functional components of the network that are often associated with specific biological processes. To identify modules comprised of highly interconnected expression traits within the co-expression network, we examined the topological overlap matrix [30] associated with this network. The topological overlap between two genes not only reflects their more proximal interactions (e.g., two genes physically interacting or having correlated expression values), but also reflects the higher order interactions that these two genes may have with other genes in the network. Figure 2 depicts a hierarchically clustered topological overlap map in which the most highly interconnected modules in the network are readily identified. The specific details of the gene co-expression network analysis (Figure 2) are presented in the Methods section. To identify gene modules (sub-networks) formally from the topological overlap map, we employed a previously described dynamic cut-tree algorithm with near optimal performance on complicated dendrograms [31] (see Methods for details). Figure 2 shows the topological overlap map of the co-expression network with gene modules color-coded for the 16 modules identified. The membership of each module can be found in Table S1. The sixteen modules contained 1,383 genes with the remaining 157 genes (colored as gray) not failing into any module.

**Figure 2:**
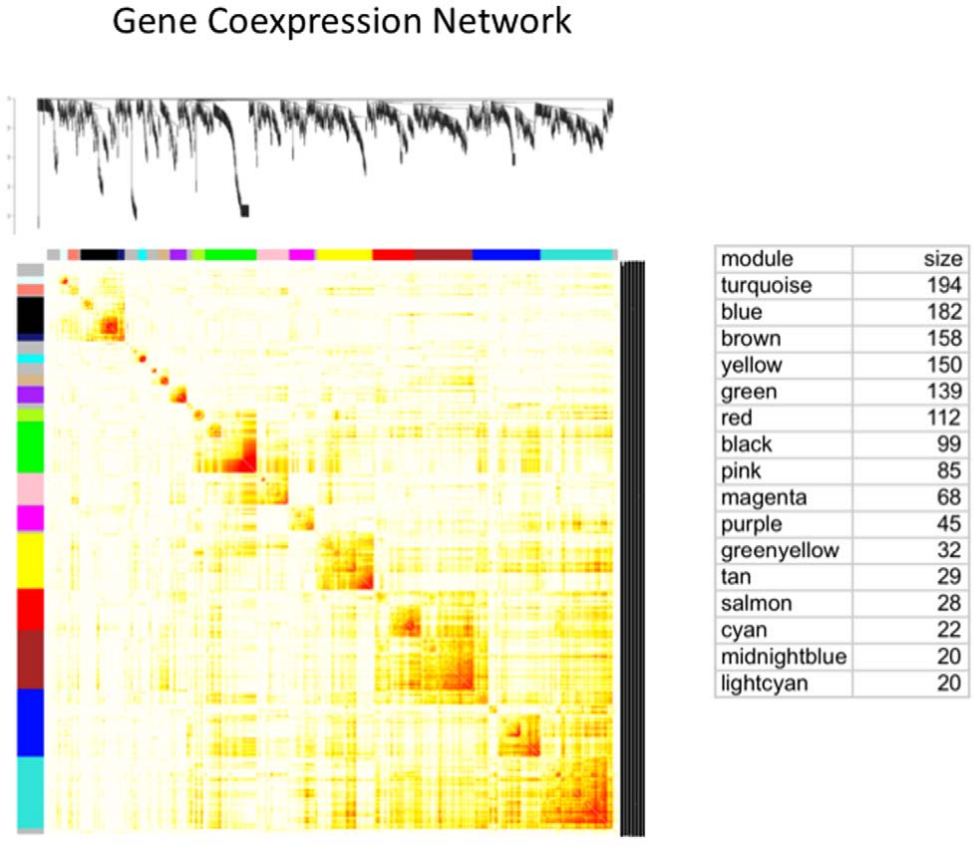
The ovary gene co-expression network and corresponding gene modules. A topological overlap matrix of the gene co-expression network consisting of the 1540 genes regulated by the various growth factors. Genes in the rows and columns are sorted by an agglomerative hierarchical clustering algorithm (see Methods). The different shades of color signify the strength of the connections between the nodes (from white signifying not significantly correlated to red signifying highly significantly correlated). The hierarchical clustering (top) and the topological overlap matrix strongly indicate highly interconnected subsets of genes (modules). Modules identified are colored along both column and row and are boxed. The number of genes in each module is listed as size of module.

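The members of the modules also varied together among untreated ovaries. In the turquoise module, led by Fgfr2 and Il16, the mean squared correlation between members was 0.299 over the 38 arrays, 0.313 with the mean of each treatment group removed and 0.35 over the 14 controls alone. The brown module, with Dnmt1, had 0.307, 0.297 and 0.241, and the midnight-blue module 0.461, 0.485 and 0.616. The green-yellow module, with the LIF-responsive genes Clu and Ptger3, was the one that lost most without the group means: 0.205 over all arrays, 0.0698 without the group means and 0.0868 over the controls. The yellow module, with the ERK phosphatase gene Dusp4, had 0.234, 0.179 and 0.119.
Over the 12 complete modules the mean of 0.271 became 0.266 with the group means removed and 0.248 over the controls. The first component of a module held between 46.6% (green-yellow) and 70.1% (midnight-blue) of the variance of its members. The paper reads the blocks of the topological overlap map as highly interconnected subsets of genes and takes their most connected members as candidate regulators.

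**Figure D2:**
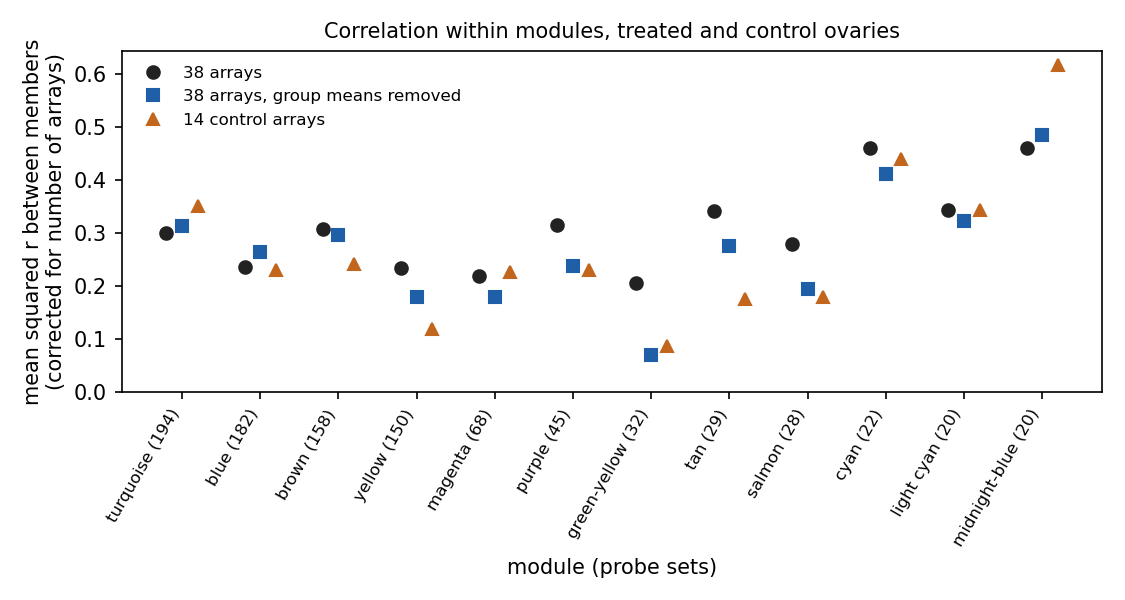
Mean squared correlation between members, corrected for chance, in each of the 12 complete modules, over all 38 arrays, over the 38 arrays with the mean of each treatment group removed, and over the 14 controls. The values of the turquoise module are 0.299, 0.313 and 0.35; the green-yellow module falls from 0.205 to 0.0698 with the group means removed.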

The pathways containing genes whose expression changed with growth factor treatment were compared to the genes from each module that were associated with specific pathways (Table 1 and Table S1 for full list). For most pathways genes from several network modules were present. However, several pathways were associated with selected modules. For example, out of 19 altered genes present in the focal adhesion pathway, seven were from the turquoise module and seven from the brown. Similarly, of the five altered genes in the Wnt signaling pathway three were from the turquoise module. 

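In the turquoise module, the laminin chain Lama5, a part of basement membranes, was the most connected of the focal adhesion genes, with a connectivity of 26.7 among 194 members, and in the brown module the collagen gene Col11a1 had 15.8 among 158. Integrin alpha 2 (Itga2), integrin beta 8 (Itgb8) and Cav1 also belong to turquoise (5.7, 9.6 and 1.8), and vitronectin (Vtn) to brown (12.6). Col11a1 stood at 7.25 ± 0.42 (SD, n = 3) with KITLG and 7.91 ± 0.59 (SD, n = 14) in controls, and Itgb8 at 7.09 ± 0.02 with GDNF and 7.65 ± 0.55 in controls; neither passed (exact permutation tests, p = 0.0912 and 0.107). Cav1 stood at 9.97 ± 0.10 with FGF2 and 9.47 ± 0.28 in controls (p = 0.00735 from the same permutation test, adjusted p = 0.148). Lama5 differed by -0.20 with AMH (adjusted p = 1 from limma).
Of the 34 measured genes of the list of integrins, laminins and focal adhesion, 6 stand in the growth factor lists of Table S1, 4 of them in turquoise and 2 in brown. These 6 were chosen by the study on these arrays, so that their directions are not independent evidence.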

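The Wnt ligand Wnt2b, with a connectivity of 7.1, the feedback inhibitor Axin2 (2.9) and the transcription factor Tcf7l1 (1.2) are the 3 Wnt genes of the turquoise module. Wnt2b stood at 6.73 ± 0.64 (SD, n = 3) with FGF2 against 7.58 ± 0.68 (SD, n = 14) in controls, a log2 difference of -0.85 (SE 0.38) that did not pass (exact permutation test, p = 0.0824). Axin2 and Tcf7l1 differed by -0.18 and -0.20 with LIF (adjusted p = 0.875 and 0.838 from limma). Of the 4 Wnt genes of Table S1 in other modules, the secreted protein gene Dkk3 stood at 8.89 ± 0.12 with FGF2 against 8.29 ± 0.26 in controls (exact permutation test, p = 0.00294; adjusted p = 0.0616), the stem cell receptor Lgr5 differed by -0.56 with FGF2 (exact permutation test, p = 0.0926), the receptor Ror2 by -0.31 with AMH (p = 0.0397 from the same permutation test, adjusted p = 1) and the receptor Fzd1 by 0.22 with LIF (adjusted p = 0.875).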

For the fifteen changed genes in the cell adhesion molecule pathways three were from blue and three from magenta modules. Those genes whose expression changed with specific growth factor treatments were cross-matched with the genes assigned to each network module to determine if specific modules were heavily influenced by particular growth factors. 

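E-cadherin (Cdh1), the junction protein of epithelia, and claudin 1 (Cldn1) are the cell adhesion genes of the magenta module found here, and the endothelial adhesion molecule Esam and the leukocyte phosphatase Ptprc those of the blue module. Cdh1 stood at 7.77 ± 0.12 (SD, n = 3) with AMH and 6.99 ± 0.16 (SD, n = 3) with PDGFab, against 7.39 ± 0.34 (SD, n = 14) in controls (exact permutation tests, p = 0.0912 and 0.0647). Esam differed by 0.38 with AMH and -0.26 with KITLG, and Ptprc by -0.27 with GDNF, none past the test (adjusted p = 1, 0.868 and 0.589 from limma). Their connectivity within the modules was low for Cdh1 and Cldn1 (0.3 and 0.6 among 68 members) and higher for Esam (7.3 among 182). Of the 39 measured cell adhesion molecules of the list fixed here, 7 stand in Table S1, among them Alcam in the tan module (9.54 ± 0.30 in controls and 10.02 ± 0.10 with AMH, p = 0.0176 from the exact permutation test, adjusted p = 0.782) and vascular cadherin (Cdh5) in the brown one.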

Interestingly, each module was biased toward having many genes in common with selected growth factors (Table S1). In contrast, some growth factor treatments induced changes in genes that were distributed among several different modules.

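The module scores, the mean of the members' standardized log2 values on each array, set some modules apart in 1 treatment. The green-yellow module, with Reg3g, Clu and Ptger3, scored 2.15 SDs higher with LIF than in controls, and the tan module, with Mmp7 and Tspan1, 1.73 higher with AMH; in both, every split of the arrays other than the real one gave a smaller difference (exact permutation test, p = 0.00147). The purple module, with Eno1 and Gapdh of glycolysis, scored 1.54 higher with PDGFab (p = 0.00294 from the same permutation test) and the salmon module, led by the sterol carrier Stard3, 1.37 higher with FGF2 (p = 0.00294, permutation). The turquoise module, with Fgfr2, Pdgfa and Il16, scored -0.56 with AMH and -0.38 with FGF7 against controls (p = 0.196 and 0.393, permutation), and the brown module -0.62 with KITLG, or -0.24 without KITLG replicate 1 (p = 0.149 with all arrays, permutation).
None of the 96 differences, for 12 modules and 8 growth factors, passed the Benjamini-Hochberg adjustment; 13 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0706. With the leading axis of the controls as a covariate 3 passed (adjusted p = 0.0471), green-yellow with LIF, salmon with FGF2 and tan with AMH. Their differences hardly changed with it (2.12, 1.30 and 1.73). The smallest p was 0.00147 with and without the axis, the floor of the permutation test. Passing here thus hangs on how many scores reach that floor. The study chose the members on these arrays for their change, so that these directions are not independent evidence.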

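FGF2 had the most module scores with an unadjusted p under 0.05, 4 of 12. The yellow module, which holds the ERK phosphatase genes Dusp6 and Dusp4 and the transcription factor gene Etv5, scored 1.41 SDs higher with FGF2 than in controls, the purple module of glycolytic genes 1.05 higher, and the cyan module, led by the interferon-linked gene Rnf213, -1.12 (exact permutation tests, p = 0.00588, 0.0221 and 0.0412). With PDGFab the yellow module scored 0.94 higher and the salmon module 0.89 higher (p = 0.00882 and 0.0235, permutation), and with LIF the yellow module scored 0.65 higher (p = 0.0353, permutation). FGF7 had the salmon module 1.06 higher and GDNF the blue module at -0.63 (p = 0.00882 and 0.00588, permutation). Without FGF2 replicate 1 the yellow module scored 0.75 higher with FGF2, without FGF2 replicate 3 the purple module 0.53 higher, and without LIF replicate 1 the yellow module 0.41 higher with LIF. The adjusted p of the yellow module with FGF2 was 0.0941, and none of the others passed.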

In order to identify genes that could be key regulators of primordial follicle development, a shorter list of candidate genes was generated from the results of the network analysis. Six modules were chosen for having the highest numbers of known regulatory genes and pathways (yellow, turquoise, blue, brown, red, purple). The top 10% of most connected transcripts in each of the six modules were identified as potential important regulators [13], [15], except for the blue module for which the top 20% were chosen since so many of that module's most highly connected transcripts were not annotated as genes. The compiled list included 55 transcripts annotated as genes (Table 2), and these genes were subjected to more intensive investigation.

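The genes of Table 2 followed the directions that the paper lists, and few of them passed a test in these comparisons. Eno1, an enzyme of glycolysis in the purple module, rose with PDGFab from 11.56 ± 0.13 (SD, n = 14) to 12.12 ± 0.18 (SD, n = 3; adjusted p = 0.0045 from limma; 0.12 without the sample that matters most), and was the only one past the adjustment in the treatment it is listed for. In the yellow module, the phosphatase-like gene Ubash3b (0.88), neurogranin (Nrgn, 0.69), Rem1 (0.63), the amino acid transporter Slc7a5 (0.58) and Slc29a1 (0.43) were higher with PDGFab by these log2 differences, and none passed over all probe sets (adjusted p from 0.156 to 0.324). In the brown module, the genes listed as lower with KITLG included the embryonic globin Hbq1 (-1.75), the endothelin receptor Ednrb (-0.99), the collagen lysyl hydroxylase Plod2 (-0.64) and Dnmt1 (-0.55); Plod2 had a p of 0.025 (exact permutation test) and the other 3 one above 0.05.
The 53 genes of Table 2 that were matched to a probe set make up 67 pairs of a gene and a growth factor in Table S1. In 65 the log2 change here had the same sign, in 17 the study criteria were met, in 1 the change passed over all probe sets, and in 2 it passed when adjusted over the list alone. The study chose these genes and their directions on the same arrays, so that none of these counts is independent evidence.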

**Table 2:** List of 55 Candidate Regulatory Genes.

Function	GeneSymbol	GeneBank	Probeset	k.in*	Module	Regulation by Growth Factor	GeneTitle
**Apoptosis**	Bcl2l10	NM_053733	10911690	10.0	red	KL-dwn	BCL2-like 10
**Cell Cycle**	Cdkn2c	NM_131902	10878705	7.6	red	KL-dwn	CDK4 inhibitor 2C
**ECM**	Cdh3	NC_005118	10807525	28.0	turq	AMH-dwn	cadherin 3, type 1, P-cadherin
	Col11a1	AJ005396	10818502	20.6	brown	KL-dwn	collagen, type XI, alpha 1
	Krt19	NM_199498	10747262	25.2	turq	AMH-dwn	keratin 19
	Lama5	NC_005102	10852270	30.9	turq	AMH-dwn	laminin, alpha 5
**Development**	Bnc2	NM_001106666	10877880	26.5	turq	AMH-dwn	basonuclin 2
	Emx2	NM_001109169	10716454	27.5	turq	KGF-dwn	empty spiracles homeobox 2
	Usmg5	NM_133544	10730633	13.5	blue	AMH, GDNF-dwn	muscle growth 5 homolog (mouse)
**Epigenetics**	Dnmt1	NM_053354	10915437	22.9	brown	KL-dwn	DNA (cytosine-5-)-methyltransferase 1
**Golgi**	B4galt6	NM_031740	10803394	11.7	blue	AMH-dwn, KGF-dwn	galactosyltransferase, polypeptide 6
**Growth Factors**	Ctgf	NM_022266	10717233	8.2	blue	KGF-up, LIF-dwn	connective tissue growth factor
	Il16	NM_001105749	10723351	31.9	turq	AMH-dwn, KGF-dwn	interleukin 16
	Pdgfa	NM_012801	10757129	27.0	turq	AMH-dwn, KGF-dwn	platelet-derived growth factor
**Immune**	LOC287167	NM_001013853	10741765	21.6	brown	KL-dwn	globin, alpha
**Metabolism**	Cacna2d3	NM_175595	10789819	19.9	brown	KL-dwn	calcium channel
	Hbq1	XM_001061675	10741761	24.0	brown	KL-dwn	hemoglobin, theta 1
	Hhatl	NM_001106868	10914424	15.7	yellow	PDGF-up	hedgehog acyltransferase-like
	Hmgcs2	NM_173094	10817759	19.5	brown	KL-dwn	Coenzyme A synthase 2
	Hsd11b1	NM_017080	10770795	17.0	yellow	BMP4-dwn	hydroxysteroid 11-beta dehydro
	Kirrel	NM_207606	10824123	14.1	yellow	AMH-dwn	kin of IRRE like (Drosophila)
	Plod2	NM_175869	10912255	18.3	brown	KL-dwn	procollagen lysine, 2-oxoglutarate
	Podxl	NM_138848	10861662	26.6	turq	AMH-dwn, KGF-dwn	podocalyxin-like
	Scn3a	NM_013119	10845809	17.4	brown	KL-dwn	sodium channel, type III, alpha
	Slc4a4	NM_053424	10775997	29.0	turq	AMH-dwn, KGF-dwn	solute carrier family 4
	Slc7a5	NM_017353	10811531	15.6	yellow	PDGF-up	solute carrier family 7
	Slc29a1	NM_031684	10921833	15.4	yellow	PDGF-up	solute carrier family 29
	Eno1	NM_012554	10874152	9.0	purple	PDGF-up	enolase 1, (alpha)
**Receptors**	Axl	NM_031794	10719900	15.4	yellow	BMP4-dwn	Axl receptor tyrosine kinase
	Ednrb	NM_017333	10785724	20.7	brown	KL-dwn	endothelin receptor type B
	Fgfr2	NM_012712	10726172	30.8	turq	AMH-dwn, KGF-dwn	fibroblueast growth factor receptor 2
	Itgb3bp	NM_001013213	10878272	11.0	blue	GDNF-dwn	integrin beta 3 binding protein
	Plxna4a	NM_001107852	10861678	30.9	turq	AMH-dwn, KGF-dwn	plexin A4, A
	Tmem151a	NM_001107570	10727725	26.2	turq	AMH-dwn, KGF-dwn	transmembrane protein 151A
**Signaling**	Nrgn	NM_024140	10916228	16.1	yellow	AMH, KGF-dwn, PDGF-up	neurogranin
	Dusp4	NM_022199	10792035	17.3	yellow	AMH-dwn	dual specificity phosphatase 4
	Dusp6	NM_053883	10895144	16.6	yellow	BMP4-dwn	dual specificity phosphatase 6
	Efna5	NM_053903	10930204	15.0	yellow	AMH, GDNF-dwn	ephrin A5
	Map3k1	NM_053887	10821276	26.8	turq	KGF-dwn	mitogen activated protein kinase
	Pde7b	NM_080894	10717069	17.8	brown	KL-dwn	phosphodiesterase 7B
	Rem1	NM_001025753	10840861	14.5	yellow	PDGF-up	RAS (RAD and GEM)-like
	Shc4	NC_005102	10849423	17.0	yellow	AMH-dwn	SHC family, member 4
	Ubash3b	AC_000076	10916476	16.9	yellow	PDGF-up	ubiquitin associated
**Transcription**	Btg4	NM_001013176	10909937	7.4	red	KL-dwn	B-cell translocation gene 4
	Etv5	NM_001107082	10752034	14.4	yellow	AMH-dwn	ets variant 5
	Fbxo15	NM_001108436	10803025	11.9	red	KL-dwn	F-box protein 15
**Misc. & Unknown**	Depdc2	NM_001107899	10875023	29.5	brown	KL-dwn	DEP domain containing 2
	Fam154a	AC_000073	10877890	11.4	red	KL-dwn	similarity 154, member A
	LOC686725	AC_000076	10915208	25.9	turq	AMH-dwn	hypothetical protein LOC686725
	RGD1306186	BC090317	10881318	9.2	red	KL-dwn	similar to RIKEN cDNA 4930569K13
	RGD1306622	XM_001074493	10728647	32.6	turq	AMH-dwn, KGF-dwn	similar to KIAA0954 protein
	RGD1308023	XR_006437	10850490	17.6	brown	KL-dwn, LIF-dwn	similar to CG5521-PA
	RGD1566021	AC_000086	10800122	19.6	brown	KL-dwn	similar to KIAA1772

Short list of 55 genes that are the most connected genes with known functions in the modules of interest.

Selected from the top 10% most connected genes in each module (except blue module for which considered top 20% as many hubs are not annotated. Abbreviations used: dwn - down-regulated; up - up-regulated; (*)- k in. is connectivity coefficient obtained/calculated in network analysis.

An automated unbiased analysis of published scientific literature was applied to the lists of differentially expressed genes described above using Genomatix/BiblioSphere software, as described in the Methods. Figure 3 shows a small integrated gene network among the short list of the 55 candidate regulators (Table 2). These relationships in literature raise the possibility that physiological interactions exist between these genes. The gene Ctgf (Connective tissue growth factor) was seen to relate to several other genes with high connectivity, Figure 3. 

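Ctgf, which encodes connective tissue growth factor, a matricellular protein of the blue module, was higher in ovaries treated with FGF7, at a log2 level of 8.39 ± 0.32 (SD, n = 3) against 7.64 ± 0.63 (SD, n = 14) in controls. The difference of 0.75 (SE 0.36) did not pass (exact permutation test, p = 0.0632; adjusted p = 0.649 from limma). In LIF-treated ovaries, the other treatment that the paper lists for it, Ctgf stood at 7.34 ± 0.59 (p = 0.465, permutation). Its connectivity in the blue module was 11.9, which ranks it 39 of 182 members, and its own level varied among untreated ovaries by an SD of 0.63. Its blue module partners of Table 2 include Usmg5 of the mitochondrial ATP synthase, the centromere gene Itgb3bp and B4galt6. Of these, Usmg5 and Itgb3bp were lower with GDNF (-0.57 and -0.62, p = 0.0132 and 0.0279 from the permutation test, adjusted p = 0.0978 and 0.122 from limma).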

Interestingly, two of the identified genes were previously shown to influence primordial follicle development, Pdgfa [29] and Fgfr2 [19], [20], [21].

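Fgfr2 stood at a log2 level of 10.12 ± 0.21 (SD, n = 3) with AMH and 10.19 ± 0.13 (SD, n = 3) with FGF7, against 10.42 ± 0.41 (SD, n = 14) in controls. Neither difference passed (exact permutation tests, p = 0.251 and 0.356). Pdgfa differed by -0.43 (SE 0.17) with AMH and by -0.47 (SE 0.17) with FGF7, with a p of 0.0353 and 0.0221 in the exact permutation test, and met the study criteria in both. Krt19, a keratin of the ovarian surface epithelium in the same turquoise module, was 0.43 log2 units lower with AMH as well, at 10.91 ± 0.09 against 11.35 ± 0.33 (adjusted p = 0.958). The connectivity of Pdgfa within the turquoise module was 10.2 over the 38 arrays, rank 85 of 194 members, and 25.1 over the 14 controls alone.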

**Figure 3:**
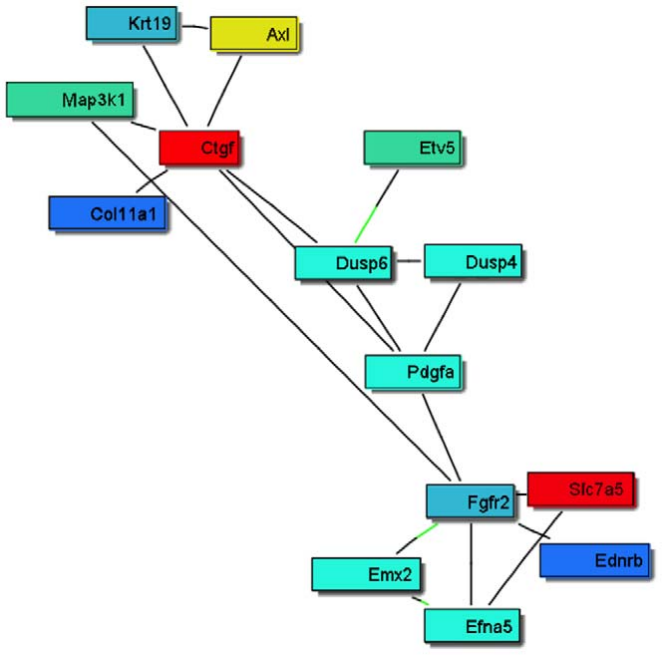
Sub-network connection scheme for the most highly connected 55 candidate genes obtained by global literature analysis. Only 15 connected genes from the list of 55 are shown, while the rest are not connected and not shown. Red and yellow colors represent up-regulated genes, blue and turquoise colors – down-regulated genes.

The entire set of 1540 transcripts differentially expressed with growth factor treatment was also subjected to analysis using BiblioSphere. Only 632 were recognized by BiblioSphere and 613 were connected. A diagram of literature relationships between these genes is presented in Figure S1. Five major gene clusters were identified as associated with Nfkb1, Vegfa, Gadd45a, Esr1 and Egfr1. This analysis is useful to compare with the expression network analysis, but is biased toward the literature and finding relationships among more heavily studied factors.

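Vegfa, the angiogenic growth factor, stood at a log2 level of 8.67 ± 0.22 (SD, n = 3) with PDGFab and 7.90 ± 0.40 (SD, n = 14) in controls (exact permutation test, p = 0.00588; adjusted p = 0.245 from limma). Gadd45a, a growth arrest gene induced by DNA damage, was at 9.72 ± 0.24 with LIF and 8.94 ± 0.16 with BMP4 against 9.26 ± 0.19 in controls, a difference of 0.46 and of -0.31, and both failed the adjustment (adjusted p = 0.0535 and 0.281). The NF-kappa B subunit Nfkb1 differed by -0.23 with AMH, the EGF receptor Egfr by -0.32 with KITLG, and the estrogen receptor Esr1 by -0.30 and -0.17 with FGF2 on its 2 probe sets (exact permutation tests, p = 0.318, 0.113, 0.162 and 0.401). These are the treatments under which Table S1 lists each gene.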

### Analysis of CTGF Actions

Critical regulatory candidates for primordial follicle development were selected due to their being differentially expressed in response to treatment with growth factors, having a high connectivity score, and being related in literature to other highly connected genes. For the purpose of the current study, candidate regulatory genes that were also extracellular growth factors were considered. Therefore, CTGF was selected based on all these criteria for further analysis. Experiments were performed to see if CTGF could regulate primordial to primary follicle transition. Ovaries from four-day old rats were treated with 50ng/ml CTGF protein for ten days in an organ culture system as described in the Methods (Figure 4A and 4B). Transforming growth factor beta 1 (TGFB1), which is known to interact with CTGF [32], [33], was also tested. Untreated cultured ovaries were used as a negative control, and ovaries treated with 50ng/ml each of Kit ligand (KITL) and Fibroblast growth factor 2 (FGF2) were used as a positive control. CTGF treatment resulted in a significant (p<0.05) increase in developing follicles compared to untreated controls, as did treatment with the combination of KITL and FGF2 (Figure 4C). TGFB1 had no effect, either alone or in combination with CTGF.

**Figure 4:**
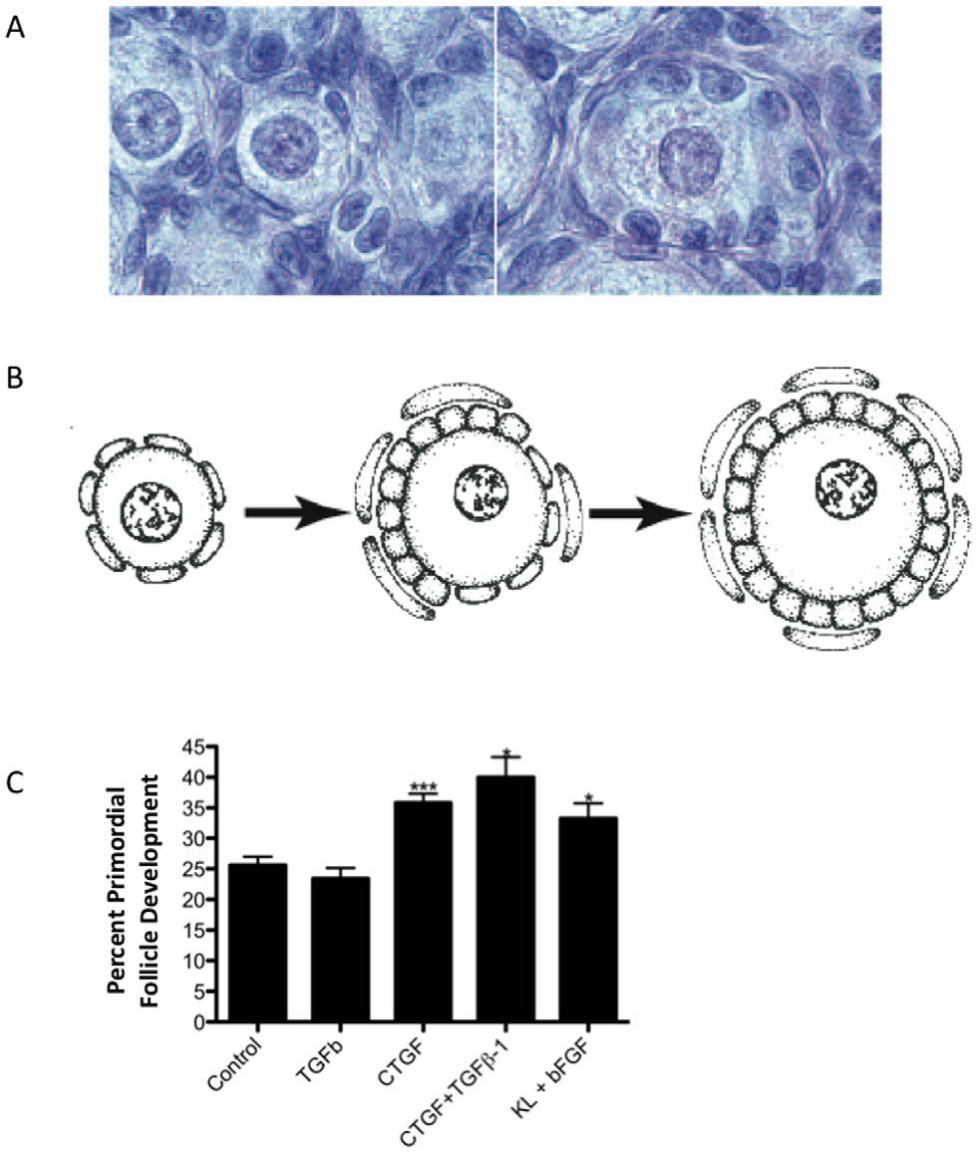
Analysis of the role of CTGF in primordial follicle transition. **A**) Hematoxylin-eosin stained ovary sections showing a representative arrested primordial follicle (left), and a developing primary follicle after having undergone primordial to primary follicle transition (right). **B**) Graphic representation of primordial and primary follicles. **C**) Effect of CTGF on cultured ovaries. Ovaries were cultured for 10 days with the treatments indicated. Ovarian histological analysis determined the percentage of primordial versus developing follicles for each ovary. Bars are the mean percent developing follicles ± SEM. N = 5–7 per treatment from four different replicate experiments. Asterisks indicate a significant (*p<0.05 or ***p<0.01) difference from control by Dunnet's post-hoc test after a significant result of ANOVA.

RNA was collected from CTGF and control cultured ovaries as described in the Methods from three replicate experiments. The RNA was used for microarray analysis using the same criteria as for the other growth factors used in the network analysis. 

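The CTGF experiment compared 3 samples of ovaries treated with CTGF at 50 ng/ml with 3 controls of their own, each sample again a pool of ovaries cultured for 2 days. The authors processed these 6 arrays apart from the other 38, and the deposited values are log2 levels with array medians between 6.29 and 6.35, so that no test here crosses the 2 sets of arrays. The correlation of one array with another lay between 0.986 and 0.998. Samples with the same replicate number deviated together: the correlations between the deviations of a CTGF sample and of its numbered control from their group means were 0.623 to 0.842. The first component of the 6 arrays held 66.3% of the variance. The comparison used limma on the 27342 probe sets with the same thresholds as for the other growth factors, and a second fit with the replicate number as a block is given beside it. With 3 arrays against 3, the exact permutation test has 20 splits and cannot go below 0.1. In simulated data, limma at this size recovered 10.3%, 56.1% and 86.4% of probe sets changed by 0.5, 1 and 2 log2 units.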

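In CTGF-treated ovaries the largest difference above controls was that of Pi15, a secreted peptidase inhibitor, from a log2 level of 8.84 ± 0.24 to 10.00 ± 0.44 as group means (SD, n = 3 each), a difference of 1.16 (SE 0.24) that did not pass the adjustment (adjusted p = 1 from limma). The adenosine-producing enzyme Nt5e, the cannabinoid receptor Cnr1, the kidney and oviduct transcription factor Pax8 (6.52 ± 0.07 against 6.00 ± 0.23), the cadherin Cdh6 and the hemoglobin scavenger receptor Cd163 were higher by 0.63, 0.60, 0.52, 0.51 and 0.49. Among the lower values were the meiotic chromosome gene Sycp3 (7.44 ± 0.10 against 7.92 ± 0.28), the oocyte gene Dppa3 (9.25 ± 0.06 against 9.65 ± 0.18), the cytochrome oxidase subunit Cox7b and the actin-binding thymosin Tmsb4x, with differences of -0.48, -0.41, -0.45 and -0.32. For Pi15, Nt5e, Pax8, Cdh6, Cd163, Sycp3, Dppa3, Cox7b and Tmsb4x the 3 treated samples lay all above or all below the 3 controls, which gives the smallest p possible in an exact permutation test that leaves the pairing of the samples by replicate number aside (p = 0.1). All of these met the study criteria and failed the adjustment.
At the study criteria, 208 probe sets differed (87 higher, 121 lower), and 546 did in the fit with the replicate number as a block. At an adjusted p under 0.05 limma called 0 probe sets in either fit, with 854 and 2802 at an unadjusted p under 0.05. Without 1 sample in turn, the count at the study criteria lay between 208 and 508, the highest without control replicate 3.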

One hundred fifty-five transcripts were differentially expressed in CTGF-treated ovaries, Table S1. 

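Some genes met the study criteria with CTGF and with other growth factors. Dppa3, an oocyte gene, was lower with CTGF and with KITLG by the study criteria, and Cdh6 was higher with CTGF and with AMH. Of the 208 probe sets that met the study criteria with CTGF, 121 met them with at least 1 of the other 8 growth factors, where independent lists would share 42.8 (5627 of the 27342 probe sets met them with any of the 8). The largest overlaps were with PDGFab (51 probe sets, 25 higher and 24 lower with both), BMP4 (48, of which 34 were lower with both), FGF2 (46) and FGF7 (45). With AMH 16 probe sets were shared and with GDNF 34, of which 17 ran in opposite directions. The CTGF comparison shares no control with the others, so that the overlap is not raised by shared controls. With the replicate number as a block, 546 probe sets met the criteria, and 112 of them were shared in the same direction with PDGFab and 107 with BMP4.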

As was seen for the other growth factors used in the network analysis, there was little overlap of these changed genes with the genes showing changed expression in response to any other growth factor treatment, Figure 1. However, as seen among the other growth factors, there was a high degree of overlap between the pathways impacted by CTGF treatment and treatment with other growth factors (Figure 1). Therefore, a critical regulatory gene predicted from the network analysis was confirmed to regulate primordial follicle development.

## Discussion

A systems biology approach was used to elucidate the changes in gene expression that are important for ovarian primordial to primary follicle transition. A gene network analysis was performed on the ovarian transcriptomes following treatment with 8 different growth factors. The rat ovary was used as a model system to test the utility of this approach in investigating a normal developmental process. This is one of the first applications of network analysis to a normal developmental process. The objective was to identify critical regulatory factors and pathways in primordial follicle development following a bionetwork analysis.

Microarray analysis determined the alterations in the ovarian transcriptome that occurred in response to treatment of ovaries with AMH, FGF2, BMP4, GDNF, FGF7, KITL, LIF, and PDGFB. All of these have previously been shown to effect follicle transition [17], [18], [19], [20], [21], [22], [23], [24], [25], [26], [27], [28], [29], [34]. 

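The genes that LIF and FGF2 raised included known targets of their own signalling. LIF, which signals through STAT3, raised 6 of 21 measured STAT3 targets and lowered none (10 higher when adjusted over the list alone): Socs3, A2m, Fgg, Osmr, the lipopolysaccharide-binding protein Lbp by 1.23 (SE 0.21, adjusted p = 0.0023 from limma) and Stat3 itself by 0.53 (SE 0.12, adjusted p = 0.0462). The receptor subunit Lifr rose by 0.74 (SE 0.15, adjusted p = 0.0175). FGF2 raised 8 of 16 measured genes of ERK feedback (10 when adjusted over the list alone), among them Spry4 by 1.00, Etv5 by 0.82, Dusp5 by 0.69, Spry1 by 0.63 and Etv1 by 0.63. PDGFab raised 1 of 21 genes of glycolysis and low oxygen over all probe sets, Eno1, and 12 when adjusted over the list alone, which include the hexokinase Hk2 (0.99), Pgk1 (0.85), Ndrg1 (0.77), the glucose transporter Slc2a1 (0.67) and Ldha (0.55). Adjusted over the list alone, 5 glycolysis genes were also higher with FGF2 (Aldoa, Eno1, Hk2, Ndrg1 and Pkm) and 3 ERK feedback genes with PDGFab (Dusp6 by 1.01, Dusp5 by 0.45 and Spred3 by 0.35). With BMP4, none of 16 BMP targets passed over all probe sets, and Id1 (0.61, SE 0.17), Id3 (0.59) and Atoh8 (0.51) did when adjusted over the list alone.
The mean score of the STAT3 targets was 1.22 SDs higher with LIF than in controls, that of the ERK feedback genes 1.69 higher with FGF2 and that of glycolysis 1.33 higher with PDGFab (exact permutation tests, p = 0.00441, 0.00882 and 0.00882, adjusted p = 0.397 over all lists and treatments). The floor of this permutation test, 0.00147, also adjusts to 0.397, so that no score could have passed alone. With camera the same lists passed at the preset correlation, and with an estimated correlation the adjusted p was 0.0174 for STAT3 targets, 0.214 for ERK feedback and 0.531 for glycolysis. Of 19 genes of the response to amino acid shortage, 2 were higher with FGF2, Slc7a5 by 1.05 and the mitochondrial Pck2 by 0.41 (4 when adjusted over the list alone), and none over all probe sets with PDGFab (2, Ddit4 and Pck2, over the list alone). Of 18 immediate early genes 1 was higher with FGF2, Ptgs2 (2 when adjusted over the list alone, with Ccn1; over the list alone Ptgs2, at 1.03, and Egr2, at 0.58, passed with PDGFab), and of 13 genes of cholesterol synthesis none passed over all probe sets with PDGFab and 4 did when adjusted over the list alone (Lss, Mvd, Nsdhl and Sc5d, 0.35 to 0.54), as did Mvd with FGF2 (0.49). Of 17 genes of the TGF-beta response and connective tissue none passed over all probe sets; over the list alone the collagen gene Col1a2 (0.66) did with PDGFab and Tgfbi (0.62) with LIF. Of the 28 genes of the added growth factors and their receptors, the PDGF receptor Pdgfrb rose with FGF2 by 0.59 (adjusted p = 0.0427), and when adjusted over the list alone Pdgfra (0.44) and Pdgfrb (0.50) passed with PDGFab and Fgf2 itself (0.43) with FGF2. Without FGF2 sample 1 the ERK feedback score was 0.93 higher with FGF2. On single arrays, controls 1 and 9 scored 1.152 and 0.971 for ERK feedback, above FGF2 samples 2 and 3 (0.87 and 0.662). Control 1 scored 0.818 for STAT3 targets, above LIF samples 2 and 3 (0.744 and 0.659). Controls 1 and 9 (1.944 and 1.332), LIF sample 1 (1.226) and FGF2 sample 1 (1.142) were also high for surface epithelium genes. So was KITLG sample 1 (1.47), with only 0.231 for ERK feedback and 0.447 for STAT3 targets. PDGFab sample 1 scored 1.169 for ERK feedback with 0.233 for surface epithelium genes. With each treated sample left out in turn, only Socs3 and A2m of the 6 STAT3 targets held with LIF (Fgg, Osmr, Lbp and Stat3 did not, nor did Lifr), and only Dusp6 of the 8 ERK feedback genes held with FGF2 (adjusted p from limma up to 0.332 for Spry4, 0.431 for Etv5, 0.435 for Dusp5, 0.209 for Spry1, 0.118 for Etv1, 0.108 for Etv4 and 0.48 for Dusp4). Eno1 with PDGFab and Slc7a5, Pck2, Ptgs2 and Pdgfrb with FGF2 did not hold either.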

All these factors stimulate primordial follicle development except AMH that inhibits follicle development. The presence of both positive and negative factors provides a wider diversity of gene regulation to facilitate the network analysis. 

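The genes with the largest differences in AMH-treated ovaries, among them Cdh6, Elf3, Cldn4, Lhx9 and Igfbp2 (a difference of -0.55), did not pass the adjustment over all probe sets. AMH was compared directly only with BMP4, where no probe set was called. Over all probe sets, the log2 changes with AMH correlated across genes at 0.594 with those of FGF7, 0.509 with PDGFab and 0.434 with BMP4. It was 0.335 with FGF2, 0.273 with LIF, 0.2 with KITLG and 0.019 with GDNF, against 0.176 in simulated unchanged groups on the same controls. With the controls split into 2 groups of 7 the mean r was 0.343 with FGF7, 0.29 with PDGFab and 0.205 with BMP4. It was 0.162 with FGF2, 0.097 with LIF and 0.032 with KITLG. The highest reshuffling of the arrays exceeded the covariance of each of these pairs. AMH and PDGFab shared 260 probe sets at the study criteria, all in the same direction. GDNF stood further apart, with a correlation below 0 with 6 of the 7 others (from -0.073 with FGF7 to -0.337 with LIF). Its arrays resembled untreated controls 12 to 14 (mean r = 0.525), so that variation shared with these controls is not excluded as a source.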

As expected the AMH regulated gene set is more distinct from the others. Surprisingly, there were few altered genes in common between all these growth factors and there were no genes that significantly changed in expression level in response to more than three of the eight growth factors. In contrast, the physiological processes impacted by these altered genes were found to have a higher level of overlap. Since a pathway includes groups of genes, it is expected that the overlap of pathways between growth factor treatments will be higher. The overlap of pathways was markedly high (70% to 82%) and statistically different, suggesting pathway associations provide a predicted capacity to identify regulatory factors. Certain pathways were significantly over-represented in the pool of genes with changed expression. This suggests that there are selected physiological pathways that are influenced by all the different growth factors (Figure 5), but that each growth factor affects different genes at different points in these pathways (Table 1). Multiple input points into these physiological pathways could allow for more precise regulation and more effective compensation between the growth factors. Since many growth factors are acting in parallel to regulate these pathways, any one pathway system is robust and maintains function if one growth factor becomes inoperative. Since primordial follicle development is essential for female reproduction, a complex network of regulatory factors influencing different aspects of critical signaling pathways has evolved.

**Figure 5:**
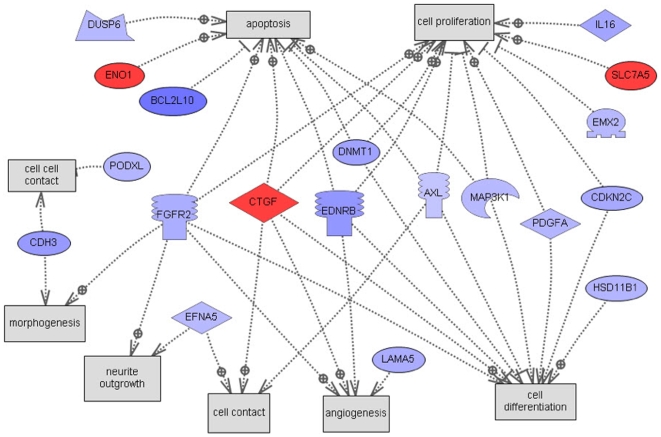
Scheme of direct connections to cellular processes for the 55 candidate regulatory genes obtained by global literature analysis. Only 19 connected genes from the list of 55 are shown, the rest are not connected and not shown. Node shapes code: oval and circle – protein; crescent – protein kinase and kinase; diamond – ligand; irregular polygon – phosphatase; circle/oval on tripod platform – transcription factor; ice cream cone – receptor. Red color represents up-regulated genes, blue color – down-regulated genes, grey rectangles represent cell processes; arrows with plus sign show positive regulation/activation, arrows with minus sign – negative regulation/inhibition.

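Of the genes of cell contact, Itga1, Itgb5 and Sdc4 rose with FGF2, as given above, but did not hold with each FGF2 sample left out in turn. Of a list of cell cycle genes fixed beforehand, 26 were measured and none was higher or lower with any of the 9 factors in limma, over all probe sets or when adjusted over the list alone. Ccnd1, the cyclin that carries growth factor signals to the cell cycle, stands in the ERK feedback list and was 1.07 log2 units higher with FGF2 (adjusted p = 0.0616; 0.00121 over that list alone). Outside both lists the replication protein gene Rpa3 fell with BMP4, FGF2, FGF7 and PDGFab, and the histone chaperone gene Nasp with BMP4, FGF2 and FGF7. None of these calls of Rpa3 and Nasp held with each treated sample left out in turn. Pclaf, a partner of the replication clamp, differed by -0.54 with AMH (adjusted p = 0.982). Id1 and Id3, which hold back differentiation, passed with BMP4 only when adjusted over the list alone, as given above, and Id3 was 0.65 higher with LIF (adjusted p = 0.222; 0.0338 over the BMP target list alone).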

For the eight growth factors evaluated the cellular processes affected in common (Figure 5) included changes in cell contact, morphogenesis, and cell proliferation and differentiation. These are processes that are necessary for the morphological changes that occur with primordial to primary follicle transition. During follicle transition granulosa cells change from squamous to cuboidal and the oocyte starts to grow in diameter (Figure 4B). 

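LIF raised genes of the complement and coagulation cascades. The complement component C7 rose from a log2 level of 8.73 ± 0.63 (SD, n = 14) to 10.36 ± 0.35 (SD, n = 3; adjusted p = 0.0142 from limma), and A2m, Fgg and Kng1 rose with it. FGF2 raised the thrombin receptor F2r by 0.97 (SE 0.15, adjusted p = 0.00062) and the plasminogen activator Plat by 0.41 (adjusted p = 0.049), and PDGFab raised the bradykinin receptor Bdkrb2 by 0.60 (SE 0.10, adjusted p = 0.0062). No gene of the list passed with AMH, BMP4, FGF7, GDNF, KITLG or CTGF, over all probe sets or over the list alone.
Of 56 measured genes of the list, 4 were higher with LIF and none lower (7 higher when adjusted over the list alone, with the complement regulators Cfi, 0.49, and Serping1, 0.62, and Bdkrb2, 0.37). With FGF2 it was 2 (4 over the list alone, with Bdkrb2 and the urokinase Plau) and with PDGFab 1 (3 over the list alone, with C7 at 1.10 and the urokinase receptor Plaur at 0.33). The mean score of the whole list was 0.34 SDs higher with LIF, 0.20 with FGF2, 0.25 with PDGFab and 0.40 with GDNF (exact permutation tests, p = 0.0691, 0.249, 0.175 and 0.0309), and camera gave an adjusted p of 0.531 for LIF with an estimated correlation. C7 and Fgg no longer passed without 1 of the LIF samples (adjusted p up to 0.205 and 0.163), while A2m and Kng1 did; F2r and Plat no longer passed without 1 of the FGF2 samples (adjusted p up to 0.065 and 0.359), nor Bdkrb2 without 1 of the PDGFab samples (0.236).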

Unexpectedly, what was also seen as an important affected cellular process was regulation of several key components of the complement and coagulation cascades (Figure S2). These genes are not known for having roles in ovary or follicle development, and merit further investigation.

Gene networks provide a convenient framework for exploring the context within which single genes operate. For gene networks associated with biological systems, the nodes in the network typically represent genes, and edges (links) between any two nodes indicate a relationship between the two corresponding genes. An important end product from the gene co-expression network analysis is a set of gene modules which member genes are more highly correlated with each other than with genes outside a module. It has been demonstrate that these types of modules are enriched for known biological pathways for genes that associate with disease traits and for genes that are linked to common genetic loci [6], [35].

The current study employed a weighted gene co-expression network approach that has been extensively used for uncovering biologically meaningful gene modules [7], [13], [15] to explore novel pathways involved in primordial follicle development. An unsupervised and unbiased approach was used to nominate potential regulatory candidates for these modules based on gene network connectivity. The connectivity score shows how well under different treatments the changes in gene expression for a gene are correlated with the changes in expression for every other gene. In the current study, the gene co-expression network analysis helped select 55 highly connected genes for further functional analysis. An automated literature search of these 55 genes revealed a sub-network relationship among them as presented in Figure 3. This sub-network suggested regulatory roles for Pdgfa and Fgfr2 (the receptor) for Fgf2 and Fgf7 (KGF). PDGF, KGF/FGF7 and FGF2 proteins have previously been shown to regulate primordial to primary follicle transition [29], [34]. Therefore, the bionetwork predicted to be involved in the regulation of primordial follicle development identified two previously known regulatory factors which validated the utility of the network analysis for identifying candidate regulatory genes, consistent with previous network studies [13], [15]. This sub-network also identified connective tissue growth factor (Ctgf) [16], [36] as a putative regulator of primordial follicle development. An ovarian organ culture experiment confirmed that CTGF promotes primordial to primary follicle transition. Therefore, a regulatory factor predicted to be important for primordial follicle development was confirmed to be involved which further validated the bionetwork approach. 

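The log2 changes with CTGF ran with those of most other growth factors. Across all probe sets the r was highest with FGF7 and BMP4 (0.325 and 0.332), though the order among the growth factors was not tested. Tomm20, Bccip and Rpa3 are among the genes that FGF7 and BMP4 lowered, and their part in this correlation was not tested. The correlation was 0.3 with KITLG, 0.297 with PDGFab, 0.236 with LIF, 0.232 with FGF2 and 0.172 with AMH, and -0.087 with GDNF. Probe sets are not independent replicates, and no control is shared between the CTGF comparison and the others. Of the gene lists, the CTGF arrays scored 0.56 SDs higher for granulosa cell genes (exact permutation test, p = 0.2). They scored -0.88 for genes of mitochondrial electron transport and -0.09 for oocyte genes (p = 0.3 and 0.9 from the same permutation test). Pax8 alone passed in limma when adjusted over its list of mesonephros and oviduct genes. These tests leave aside the pairing of the CTGF samples by replicate number. The paper concludes from the response of ovaries to CTGF that a regulator named by the network takes part in follicle development.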

A microarray analysis of CTGF-treated ovaries showed an altered gene set similar to those of the other growth factors known to regulate follicle transition. These observations validate the network-based systems biology approach to elucidate the regulation of a complex developmental process.

Consideration of the 55 intra-module hub genes from critical regulatory modules revealed a number of signaling and cellular processes were influenced, Figure 5 and Figure S3. In the growth factor/chemokine family Pdgfa and Ctgf were confirmed to be involved. The IL16 identified is currently being investigated as a potential regulatory candidate. 

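Il16, a chemoattractant cytokine of T cells, stood at a log2 level of 8.65 ± 0.20 (SD, n = 3) with AMH and 8.63 ± 0.09 (SD, n = 3) with FGF7, against 8.85 ± 0.57 (SD, n = 14) in controls. The differences of -0.20 and -0.21 were smaller than the spread between untreated ovaries and did not pass (exact permutation tests, p = 0.571 and 0.54). Il16 ranked second of the 194 genes of the turquoise module in connectivity.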

The specific genes identified in Table 2 and associated regulatory processes provide potential therapeutic targets to regulate primordial follicle development. The ability to inhibit or stimulate primordial follicle development with a therapeutic treatment has a number of clinical applications. A delay in primordial follicle development and maintenance of the primordial pool could delay the onset of menopause and extend the reproductive life span of a female. In addition, the ability to therapeutically inhibit primordial follicle development would provide a treatment for premature ovarian failure, a disease when the primordial pool is lost early in life causing female infertility. In contrast, the therapeutic stimulation of primordial follicle development could treat forms of female infertility [4]. The induction of primordial follicle development also could promote the loss of the primordial pool and induce female sterility. The bionetwork identified in the current study produced a number of potential therapeutic targets to manipulate primordial follicle development and female reproductive capacity.

The systems biology approach taken with this network analysis of primordial follicle development identified clusters and modules of genes involved in this critical development process. A number of the growth factors previously shown to be involved (e.g. PDGF and bFGF) were identified, but other factors known to be important for ovarian development were not identified. Often a reductionist approach such as a knockout mouse model can identify a factor as being important for the maintenance of tissue development or function, but this does not mean the factor is regulated during the process. In addition, critical developmental processes such as primordial follicle development often have a set of compensatory factors that have evolved such that loss of any one will still allow the process to proceed. Therefore, knockout models often do not have phenotypes for these factors. This does not mean the factor is not important, but instead that the developmental process is essential and thus multiple factors compensate to assure the developmental process occurs. The current study takes a systems biology approach to identify networks of genes involved in the process without the bias of a reductionist model. Therefore, novel groups of factors and cellular processes were identified that now require further investigation.

The integrative analysis revealed a gene sub-network involved in primordial follicle development to elucidate the basic developmental biology of this process and provide potential therapeutic targets for ovarian disease and function. This sub-network was validated by the presence of two genes previously identified as being important. A new gene identified, Ctgf, was tested and found to regulate primordial follicle development. Therefore, the network based systems biology approach was partially validated for a normal developmental process. This type of approach will likely be invaluable to study development on a systems biology level in the future.

## Materials and Methods

### Ovarian organ culture

Four-day old female Sprague-Dawley rats (Harlan Laboratories, Inc., USA) were euthanized according to the laboratories Washington State University IACUC approved (#02568-014) protocols and the ovaries removed and cultured whole as described previously [24]. Four-day old rat ovaries contain almost exclusively primordial follicles. For ovary culture experiments in which ovarian RNA was collected, 2–3 ovaries per well were cultured with media changes every 24 hours for two days in the absence (controls) or presence (treated) of either AMH (human Anti-Mülerian hormone)(50ng/mL, R&D Systems Inc., USA), FGF2 (rat Fibroblast growth factor 2)(50ng/mL, R&D Systems Inc., USA), BMP4 (human Bone morphogenetic protein 4)(50ng/mL, R&D Systems Inc., USA), GDNF (rat Glial derived neurotrophic factor)(50ng/mL, Calbiochem, USA), FGF7 (human fibroblast growth factor 7/keratinocyte growth factor)(50ng/mL, R&D Systems Inc., USA), KITLG (mouse Kit ligand)(50ng/mL, R&D Systems Inc., USA), LIF (rat leukemia inhibitory factor)(50ng/mL, Chemicon/Millipore, USA), PDGF-AB (rat platelet derived growth factor AB heterodimer)(50ng/mL, R&D Systems Inc., USA), TGFβ1 (human transforming growth factor beta 1)(50ng/mL, R&D Systems Inc., USA) or CTGF (human connective tissue growth factor)(50ng/mL, PeproTech Inc., NJ USA). 

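Few markers of ovarian cell types passed the adjustment over all probe sets. Of 21 measured oocyte genes and 12 fat cell genes none passed over all probe sets in any treatment, nor did any of 12 genes of blood vessel endothelium, 17 of macrophages and leukocytes, or 13 of theca and steroid synthesis. Single markers passed in limma over all probe sets: Wnt4, one of 17 granulosa cell genes, with LIF, the uroplakin Upk1b, one of 17 surface epithelium genes, with FGF2, the PDGF receptor Pdgfrb, one of 14 genes of smooth muscle and pericytes, with FGF2, the ACTH receptor Mc2r, one of 7 adrenal genes, with FGF2, and Gap43, one of 10 nerve and glia genes, with PDGFab; none of these calls held with each treated sample left out in turn. When adjusted over the list alone there were also Dppa3 (-0.74) of the oocyte list with KITLG, Por and Star (0.49 and 0.55) of steroid synthesis with FGF2, the macrophage gene Cd163 (1.01) and Pdgfrb (0.50) of the smooth muscle and pericyte list with PDGFab, the nerve gene Prph (1.48) with LIF, the surface epithelium gene Gpm6a (-0.65) with LIF, and 4 of 10 skeletal muscle genes (Ckm, Myog, Myh3 and Myl1, 0.21 to 0.27) and Pax2 (0.27), one of 6 mesonephros and oviduct genes, with GDNF. After repeated quantile normalization the GDNF differences were 0.24 for Ckm, 0.14 for Myog, 0.11 for Myh3, 0.09 for Myl1 and 0.16 for Pax2.
The mean score of the oocyte list differed from controls by 0.39 SDs with AMH, -0.43 with FGF2 and -0.26 with KITLG (exact permutation tests, p = 0.468 for FGF2 and 0.597 for KITLG). The granulosa cell score was -0.55 with FGF2, or -0.32 without replicate 1 (p = 0.0721 with all arrays, permutation), the macrophage score 0.69 with LIF (p = 0.266, permutation) and the endothelial score 0.66 with AMH (p = 0.175, permutation). The smooth muscle and pericyte score was 0.74 higher with PDGFab and 0.66 higher with FGF2, or 0.29 without FGF2 replicate 1 (p = 0.00147 and 0.0132 with all arrays, permutation; adjusted p = 0.386 for PDGFab from camera with an estimated correlation). The skeletal muscle and red blood cell scores were 1.21 and 0.67 higher with GDNF (p = 0.0118 and 0.0309, permutation), whose arrays also raised probe sets of low level. None of these scores passed the adjustment over all lists and treatments. A single score cannot pass it even at the floor of the exact permutation test (p = 0.00147, adjusted p = 0.397).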

After only two days of culture there are no morphological differences between control and growth factor-treated ovaries, so measurements of whole-ovary gene expression reflect differences in RNA transcription, rather than differing proportions of cell types due to differing cell proliferation between treatments.

In order to determine the effect of CTGF on primordial to primary follicle development, ovaries were cultured as above for ten days in the absence or presence of CTGF (50ng/mL), alone or in combination with TGF-beta1 (50ng/mL). After culture ovaries were fixed with Bouin's solution, paraffin embedded, sectioned onto microscope slides and stained with hematoxylin and eosin as described previously [24].

### Morphometric Analysis

The number of follicles at each developmental stage was counted and averaged in two serial sections from the largest cross-section through the center of the ovary. Total follicle number has not been found to change between treatment groups. Rather, only the percentage of follicles at each developmental stage changes with treatment [28], [34]. KL was used as a positive control for the organ culture experiments. Follicles in ovarian cross sections were classified as primordial (stage 0), or developing (stages 1–4: early primary, primary, transitional and preantral) as previously described [37]. Primordial follicles consist of an oocyte arrested in prophase I of meiosis that is partially or completely encapsulated by flattened squamous pregranulosa cells. Early transition primary follicles have initiated development (i.e., undergone primordial to primary follicle transition) and contain at least two cuboidal granulosa cells. Primary and preantral follicles exhibit one or more complete layers of cuboidal granulosa cells. Four-day old ovaries contain predominately primordial follicles [26], [38]. Hematoxylin/eosin stained ovarian sections were analyzed at 400× magnification using light microscopy. Follicles containing degenerating red eosin-stained oocytes were not counted.

### RNA preparation

RNA was isolated from whole rat ovaries after homogenization in one ml Trizol™ reagent (Sigma-Aldritch, USA), according to manufacturer's instructions. Two or three ovaries from the same culture well (from different rat pups out of the same litter) and receiving the same treatment were pooled and homogenized together. On any given day a culture experiment was performed, the treatment groups included untreated control ovaries and one to three different growth factor treatments. Homogenized samples were stored at −70 C until the time of RNA isolation. After isolation from Trizol, RNA was further purified using RNeasy MinElute Cleanup Kits (Qiagen, USA) and stored in aqueous solution at −70 C.

### Microarray Analysis

The microarray analysis was performed by the Genomics Core Laboratory, Center for Reproductive Biology, Washington State University, Pullman, WA using standard Affymetrix reagents and protocol. Briefly, mRNA was transcribed into cDNA with random primers, cRNA was transcribed, and single-stranded sense DNA was synthesized which was fragmented and labeled with biotin. Biotin-labeled ssDNA was then hybridized to the Rat Gene 1.0 ST microarrays containing 27,342 transcripts (Affymetrix, Santa Clara, CA, USA). Hybridized chips were scanned on Affymetrix Scanner 3000. CEL files containing raw data were then pre-processed and analyzed with Partek Genomic Suite 6.3 software (Partek Incorporated, St. Louis, MO) using an RMA GC-content adjusted algorithm. Raw data pre-processing was performed in 2 groups. The first group containing 38 samples CEL files were pre-processed in Partek all together as one experiment. Comparison of all array histogram graphs demonstrated the data for all 38 chips were similar and appropriate for further analysis. The second group of samples for microarray analysis consisting of 3 CTGF-treated and 3 corresponding control ovaries was run, pre-processed and analyzed *post factum*, separately from the rest of the samples as a result of a discovery from network analysis. Partek pre-processing algorithm for these 6 CEL files used the same criteria as used for the first group.

The microarray quantitative data involves over 10 different oligonucleotides arrayed for each gene and the hybridization must be consistent to allow a statistically significant quantitative measure of gene expression and regulation. In contrast, a quantitative PCR procedure only uses two oligonucleotides and primer bias is a major factor in this type of analysis. Therefore, we did not attempt to use PCR based approaches as we feel the microarray analysis is more accurate and reproducible without primer bias such as PCR based approaches.

All microarray CEL files (MIAME compliant raw data) from this study have been deposited with the NCBI gene expression and hybridization array data repository (GEO, http://www.ncbi.nlm.nih.gov/geo) (GEO Accession number: GSE20324), all arrays combined with one accession number, and can be also accessed through www.skinner.wsu.edu. For gene annotation, Affymetrix annotation file RaGene1_0stv1.na30.rn4.transcript.csv was used unless otherwise specified.

### Network analysis

The network analysis was restricted to genes differentially expressed between the control and the treatment groups based on previously established criteria: (1) fold change of group means ≥1.2 or ≤0.83; (2) T test p-value ≤0.05; and (3) absolute difference of group means ≥10. The union of the differentially expressed genes from the different treatments resulted in 1,540 genes being identified and used for constructing a weighted gene co-expression network [7], [8]. Unlike traditional un-weighted gene co-expression networks in which two genes (nodes) are either connected or disconnected, the weighted gene co-expression network analysis assigns a connection weight to each gene pair using soft-thresholding and thus is robust to parameter selection. The weighted network analysis begins with a matrix of the Pearson correlations between all gene pairs, then converts the correlation matrix into an adjacency matrix using a power function *f(x) = x^β^*. The parameter *β* of the power function is determined in such a way that the resulting adjacency matrix (i.e., the weighted co-expression network), is approximately scale-free. To measure how well a network satisfies a scale-free topology, we use the fitting index proposed by Zhang & Horvath [7] (i.e., the model fitting index *R^2^* of the linear model that regresses *log(p(k))* on *log(k)* where k is connectivity and *p(k)* is the frequency distribution of connectivity). The fitting index of a perfect scale-free network is 1. 

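For the 1534 probe sets found in the lists of Table S1, the fit index of log10 p(k) on log10 k over 10 bins was 0.796 at a power of 7, with a slope of -1.52 and a mean connectivity of 12.8. It was 0.636 at a power of 4, 0.734 at 5, 0.765 at 6 and 0.811 at 8. The index is that of a plain straight line, while the paper used a truncated one, so that the limit of the paper was not applied. With 20 bins at a power of 7 it was 0.722. Fgfr2 and Il16 were the most connected genes within the turquoise module, and their place in this distribution over all modules is not given here.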

For this dataset, we select the smallest *β ( = 7)* which leads to an approximately scale-free network with the truncated scale-free fitting index *R^2^* greater than 0.75. The distribution *p(k)* of the resulting network approximates a power law: *p(k)∼k* ^−1.29^.

To explore the modular structures of the co-expression network, the adjacency matrix is further transformed into a topological overlap matrix [30]. As the topological overlap between two genes reflects not only their direct interaction, but also their indirect interactions through all the other genes in the network. Previous studies [7], [30] have shown that topological overlap leads to more cohesive and biologically meaningful modules. To identify modules of highly co-regulated genes, we used average linkage hierarchical clustering to group genes based on the topological overlap of their connectivity, followed by a dynamic cut-tree algorithm to dynamically cut clustering dendrogram branches into gene modules [39]. A total of sixteen modules were identified and the module size was observed to range from 20 to 194 genes.

To distinguish between modules, each module was assigned a unique color identifier, with the remaining, poorly connected genes colored grey. The hierarchical clustering over the topological overlap matrix (TOM) and the identified modules is shown. In this type of map, the rows and the columns represent genes in a symmetric fashion, and the color intensity represents the interaction strength between genes. This connectivity map highlights that genes in the ovary transcriptional network fall into distinct network modules, where genes within a given module are more interconnected with each other (blocks along the diagonal of the matrix) than with genes in other modules. There are a couple of network connectivity measures, but one particularly important one is the within module connectivity (k.in). The k.in of a gene was determined by taking the sum of its connection strengths (co-expression similarity) with all other genes in the module which the gene belonged.

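For the genes of Table 2, connectivity within the module was computed again from the 38 arrays. Among the highest values were those of Fgfr2, Il16 and Depdc2 given above and that of RGD1306622, a turquoise gene of unknown function. Genes of ERK signalling in the yellow module had lower sums: 9.5 for Dusp6, 6.9 for Etv5 and 9.7 for the adaptor gene Shc4. On linear values these 3 genes had 17.6, 14.7 and 18.7. Eno1 of the purple module had 6.1. Dusp6 had 6.4 and Shc4 5.8 with the means of the treatment groups removed, while Fgfr2 had 31.2. Over the 12 complete modules the mean connectivity was 7.16 on linear values and 3.62 with Spearman correlations.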

### Gene Co-expression Network Analysis Clarification

Gene networks provide a convenient framework for exploring the context within which single genes operate. Networks are simply graphical models comprised of nodes and edges. For gene co-expression networks, an edge between two genes may indicate that the corresponding expression traits are correlated in a given population of interest. Depending on whether the interaction strength of two genes is considered, there are two different approaches for analyzing gene co-expression networks: 1) an unweighted network analysis that involves setting hard thresholds on the significance of the interactions, and 2) a weighted approach that avoids hard thresholds. Weighted gene co-expression networks preserve the continuous nature of gene-gene interactions at the transcriptional level and are robust to parameter selection. An important end product from the gene co-expression network analysis is a set of gene modules in which member genes are more highly correlated with each other than with genes outside a module. Most gene co-expression modules are enriched for GO functional annotations and are informative for identifying the functional components of the network that are associated with disease [6].

This gene co-expression network analysis (GCENA) has been increasingly used to identify gene sub-networks for prioritizing gene targets associated with a variety of common human diseases such as cancer and obesity [11], [12], [13], [14], [15]. One important end product of GCENA is the construction of gene modules comprised of highly interconnected genes. A number of studies have demonstrated that co-expression network modules are generally enriched for known biological pathways, for genes that are linked to common genetic loci and for genes associated with disease [6], [7], [11], [13], [14], [15], [40], [41], [42]. In this way, one can identify key groups of genes that are perturbed by genetic loci that lead to disease, and that define at the molecular level disease states. Furthermore, these studies have also shown the importance of the hub genes in the modules associated with various phenotypes. For example, GCENA identified ASPM, a hub gene in the cell cycle module, as a molecular target of glioblastoma [15] and MGC4504, a hub gene in the unfolded protein response module, as a target potentially involved in susceptibility to atherosclerosis [13].

### Pathway Analysis

Resulting lists of differentially expressed genes for each growth factor treatment as well as for each module generated in the network analysis were analyzed for KEGG (Kyoto Encyclopedia for Genes and Genome, Kyoto University, Japan) pathway enrichment using Pathway-Express, a web-based tool freely available as part of the Onto-Tools (http://vortex.cs.wayne.edu) [43]. Global literature analysis of various gene lists was performed using BiblioSphere PathwayEdition (Genomatix Software GmbH, Munchen, Federal Republic of Germany) software which performs pathway and interaction analysis and labels genes which belong to certain known metabolic and signal transduction pathways. A program based on literature analysis Pathway Studio (Ariadne, Genomics Inc. Rockville MD) was used to evaluate cellular processes connected to differentially expressed genes.

## Supporting Information

Figure S1 Network scheme for 1540 differentially expressed genes obtained by global literature analysis using BiblioSphere Pathway Edition Software (Genomatix Software GmbH, Munchen, Federal Republic of Germany). Different node colors represent different modules. A - the whole scheme clearly indicates 5 distinguished groups of genes (each group is shown separately on pp. 2–6) connected to 5 central genes: Nfkb1 (B, page 2), Vegfa (C, page 3), Egfr (D, page 4), and Gadd45a (F, page 6). Only connected genes are shown.
(2.07 MB PDF) Click here for additional data file.

Figure S2 KEGG Pathway “Complement and Coagulation Cascades” enriched by regulated genes from 1,540 gene list. Red nodes represent up-regulated genes, blue - down-regulated, green - not affected genes.
(0.07 MB PDF) Click here for additional data file.

Figure S3 Scheme of shortest connections to cellular processes for 55 candidate regulatory genes, as obtained by global literature analysis using Pathway Studio 7.0 (Ariadne Genomics, Inc., Rockville, MD; trial version). Only 22 connected genes from the list out of 55 are shown, the rest from the list are not connected and not shown. Node shapes code: oval and circle - protein; crescent - protein kinase and kinase; diamond - ligand; irregular polygon - phosphatase; circle/oval on tripod platform - transcription factor; ice cream cone - receptor. Red color represents up-regulated genes, blue color - down regulated genes, grey nodes represent genes closely connected (next neighbor) to the list genes; grey rectangles represent cell processes; arrows color: grey solid or dotted - regulation, blue - expression, green - promoter binding; arrows with plus sign show positive regulation/activation, arrows with minus sign - negative regulation/inhibition.
(0.35 MB PDF) Click here for additional data file.

Table S1 Rat Genes Expressed Differentially After Growth Factor Treatment of Ovary. Legends: * - absolute value of difference between means of Control and GF Treatment expression values ** - abbreviations used for modules' color: trq -turquoise; brw - brown; blu- blue; ylw- yellow; prp - purple; gr - grey; grn - green; grlw - green-yellow; blc- black; mbl - midnight-blue; slm - salmon; lcn - light cyan; ***- k in. is connectivity coefficient determined in network analysis.
(1.37 MB PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

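RNA from whole ovaries of 4-day-old rats, cultured for 2 days with 1 growth factor at 50 ng/ml or with none, was measured on Affymetrix Rat Gene arrays with 27342 probe sets. There were 2 sets of arrays, preprocessed apart by the authors: 38 arrays with 8 growth factors (3 samples each) and 14 controls, and 6 arrays with CTGF (3 samples) and controls of their own (3 samples). The authors read the scans in Partek Genomic Suite by RMA with an adjustment for GC content, and the deposited values are the log2 expression levels that this gave. They were used as deposited, with no further normalization except in the alternatives, and every comparison stayed within 1 set of arrays. No array was left out. The annotation used here gave 1 gene symbol to 15097 probe sets, several to 323 and none to 11922. The symbols were checked through the gene number, which kept 15067 and updated 0. Another 30 were not matched by gene number and were kept as annotated.

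Each growth factor was compared with the controls of its set by lmFit and eBayes of limma 3.58.1 in R 4.3.3. The 8 growth factors and their controls were fitted together, and the p-values of each comparison were adjusted over all probe sets by the Benjamini-Hochberg method at a threshold of 0.05. The study criteria were applied to limma's unadjusted p at a limit of 0.05, with a ratio of linear means of at least 1.2 or at most 0.83 and a linear difference of at least 10. For single genes and for scores, an exact two-sided permutation test over all splits of the arrays is given (680 splits for 3 against 14, 20 for 3 against 3). The spread given with a mean is the SD between samples. The precision is limited by the number of arrays. Whether the replicate numbers pair a treated sample with a control was checked from the deviations of the arrays from their group means. They pair in the CTGF set, where the fit with the number as a block is given beside the unpaired one. In the other set replicate 1 of FGF2, LIF and KITLG matched control 1 best (r = 0.74, 0.694 and 0.615). All other treated samples there matched a control of another number best, up to r = 0.779 for AMH sample 1 with control 2. The block leaves only controls 1 to 3 in the comparisons of that set, and the main fit ignores such resemblances.

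The genes named were those of Table 2 and of the paper's text; in each comparison the 12 largest rises and 12 largest falls with a symbol among the probe sets past the adjusted threshold, or, where fewer than 10 with a symbol passed, among those that met the study criteria; the members of the gene lists that passed over all probe sets or over the list alone; and the genes of the added growth factors and their receptors. The values of Table 2 and Table S1 had been seen when this rule was written. Where a gene of a list has several probe sets, the one with the highest mean level was used. The 30 gene lists were written from general knowledge of cell types, signalling targets and pathways. A list's score on an array is the mean of its members' standardized log2 values, in SDs. The lists were also tested with camera of limma, at its preset correlation between genes and with an estimated one. Genes that the study chose on these arrays, such as those of Table 2, Table S1 and the modules, were not taken as independent evidence.

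Overlaps were counted at the study criteria and set beside the number expected of independent lists, beside simulated groups with no change (100 simulations of log2 changes, 20 of calls and 5 of calls in more than 3 lists), beside 10 random splits of the controls into 2 groups of 7, and beside 100 draws of control groups of 3 and 3 against the other 8. The overlaps of CTGF were set beside the number for independent lists alone. Connectivity within a module is the sum of absolute Pearson correlations to the power of 7, and modules were taken from Table S1, not computed anew. The fit of the connectivity distribution used 10 bins and the 1534 probe sets of the growth factor lists of Table S1. The correlation within modules was corrected for the value that chance gives at the number of arrays. Tables were prepared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The steps were tested on simulated data of the same layout: limma recovered 51.5%, 97% and 100% of probe sets changed by 0.5, 1 and 2 log2 units in the FGF2 comparison, with 8 false calls among 173, the connectivity of 3 planted modules was recovered with a rank correlation of 0.876 to 0.934, and 3 of 3 shifted lists were found by their scores. Another split of the real FGF2 and control arrays called up to 2884 probe sets, so that the simulated rate of false calls need not hold for the real arrays.

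The alternatives tried were the Methods' t-test on log2 and on linear values, a fit of the treated arrays and the controls alone, the replicate number as a block, array quality weights, a mean-variance trend with robust estimation, repeated quantile normalization, leaving out the dimmest 0.25 of the probe sets or those without a symbol, a fold limit of 1.5, no difference limit, the leading axis of the controls as a covariate, leaving out each replicate, the pairs of GDNF samples, other powers and numbers of bins, Spearman correlations, linear values, group means removed and controls alone for the network. Chosen after the data were seen were 3 control axes as covariates, leaving out controls 12, 13 and 14, and the t-test paired by replicate number for CTGF. The correction for dates that the paper describes was not repeated, because the dates are not in the labels. The follicle counts are not analysed here, and Table 1 was not tested again by its own pathway sets.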

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

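The test of the levels of the GDNF probe sets was chosen only after its result was seen.

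Genes outside the lists of Table S1 changed with 7 of the growth factors. Counted as probe sets at an adjusted p under 0.05 from limma whose probe set stands in no list of Table S1 as read here, there were 68 with BMP4, 171 with FGF2, 19 with FGF7, 473 with GDNF, 8 with KITLG, 40 with LIF and 36 with PDGFab. With LIF they include Reg3b, Kng2, Socs3, A2m, Kng1 and Reg1a, with FGF2 Pnoc, Ptgs2, Mchr1, Mc2r and Upk1b, with PDGFab Prrx1, Slc2a3, Pla1a, Vegfd and Gap43, with BMP4 and FGF7 the falls of Rpa3, Tomm20, Sptssa, Sec11c and Ctsl, with KITLG that of Tomm20, and with GDNF Or4c52, Or8c9 and the falls of Rpl31, Rpl10a and Cfl1.

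Other splits of the same arrays into groups of the same sizes gave counts as large at least 5 times in 100, the real split included, so that chance cannot be excluded for any of the 8 counts. At an adjusted p under 0.05 it was 5 of 100 for FGF2 (257 probe sets; highest other split 2884), 5 for GDNF (517; 4677), 7 for PDGFab (64; 2290), 8 for FGF7 (22; 5891), 9 for BMP4 (75; 4143), 9 for LIF (73; 7510), 12 for KITLG (12; 5251) and 100 for AMH (0, with 1388 at an unadjusted p under 0.05 in limma; 9137). At the study criteria it was 8 for GDNF (1639; 3640), 10 for FGF2 (1856; 3649), 11 for PDGFab (1458; 3026), 18 for BMP4 (1224; 3816) and FGF7 (1137; 3914), 22 for KITLG (1215; 3723), 27 for LIF (1045; 4368) and 45 for AMH (588; 5876). The AMH count of 0 is reached by every split, so that for AMH only the share at the study criteria tells anything. The highest of the other splits mostly set controls 2 and 12 together with another array. At an adjusted p under 0.05 these splits called many times the real count, which points to a structure of the samples. The CTGF set has too few splits, 10, for such a share: 10 gave as many at an adjusted p under 0.05 (0 here, 854 at an unadjusted p under 0.05 in limma, and 0 in the highest other) and 7 at the study criteria (208; 2701). The replicate numbers pair the CTGF samples, and of the splits that part all 3 pairs the real one gave 208 and the others 76, 42 and 29, or 546 against 300, 165 and 134 with the replicate number as a block.

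The probe sets called with GDNF were mostly of low level and rose. Of 39 measured ribosomal protein genes only Rpl23 and Rps16 passed as lower on the probe sets used for the list (adjusted p = 0.0411 and 0.04 from limma). Neither held with each GDNF sample left out in turn. After repeated quantile normalization, which removes differences in spread between arrays, 152 of the 517 called probe sets stayed called in the same direction (29.4%). A narrower spread of values on the GDNF arrays predicts such a loss (SD 2.038 to 2.087 against 1.98 to 2.179 in the controls). A call can also be lost while most of the change is kept, so that the lost calls alone do not decide this. The log2 changes before and after correlated at r = 0.934. Of the gene list members called with GDNF, Wif1 stayed at 0.52. Rpl23 went from -0.33 to -0.28 and Rps16 from -0.32 to -0.24. Low-level members that passed only over the list alone shrank more. Chac1 went from 0.26 to 0.14, Pax2 from 0.27 to 0.16 and Myog from 0.25 to 0.14. Myh3 went from 0.22 to 0.11 and Myl1 from 0.21 to 0.09, while Ckm went only from 0.27 to 0.24. Below the median level of all probe sets (5.98) lay 79.7% of the 517 called probe sets, with a median level of 4.66. This observation prompted the test, so that it tells nothing about levels near the floor of the arrays as the cause. Both technical explanations stay open. A response of the ovary to GDNF stays open as well and was not tested apart from them. The GDNF arrays resembled untreated controls 12, 13 and 14 (mean r = 0.525) more than the other 11 controls (-0.085). Without controls 12, 13 and 14, 3151 probe sets were called with GDNF, and with 3 control axes 174. Both alternatives were chosen after the data were seen. Variation shared with these untreated ovaries was not tested as a cause.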

How the results depend on the processing

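The results with 3 control axes, without controls 12, 13 and 14, and with the paired t-test come from tests chosen only after the data were seen. Of the 136 named values past the adjusted threshold none reversed under any alternative: 119 stayed past it with the leading control axis as a covariate, 115 after quantile normalization, 71 with the replicate number as a block, 21 with only the treated arrays and controls in the fit, 21 with the Methods' t-test on linear values, 15 without treated replicate 1 and 11 with the Methods' t-test on log2 values. Of 325 counts and other values under alternatives, 205 stayed within 1.5 times. The others follow, as counts at an adjusted p under 0.05 from limma unless the study criteria are named. The cause was not tested except where fewer probe sets or arrays enter. With the replicate number as a block, which pairs all samples in the CTGF set only, it was 2 for AMH, 21 for BMP4, 125 for FGF2, 262 for FGF7, 1726 for GDNF, 0 for KITLG and 40 for LIF, and at the study criteria 751 for KITLG and 546 for CTGF. For the 8 growth factors this block leaves only controls 1 to 3 in the comparison. Controls 4 to 14 carry numbers that no treated array has. With only the treated arrays and controls in the fit it was 10 for AMH, 0 for BMP4, 35 for FGF2, 1 for FGF7, 5 for GDNF, 0 for KITLG, 31 for LIF and 0 for PDGFab. The Methods' t-test on linear values gave 8 for AMH, 0 for BMP4, 18 for FGF2, 0 for FGF7, 68 for GDNF, 0 for KITLG, 42 for LIF and 27 for PDGFab, and at the study criteria 386 for AMH, 993 for GDNF and 102 for CTGF; on log2 values it gave 7 for BMP4, 13 for FGF2, 0 for FGF7, 16 for GDNF, 0 for KITLG, 19 for LIF and 0 for PDGFab, and at the study criteria 348 for AMH and 105 for CTGF. With only probe sets with a symbol it was 26 for BMP4, 80 for GDNF and 6 for KITLG, and at the study criteria 357 for AMH, 675 for BMP4, 725 for FGF7, 764 for GDNF, 689 for LIF, 952 for PDGFab and 78 for CTGF. At the study criteria a fold limit of 1.5 left 86 for AMH, 111 for BMP4, 370 for FGF2 and 143 for FGF7. It left 314 for GDNF, 135 for KITLG, 189 for LIF, 252 for PDGFab and 11 for CTGF. Array quality weights gave 1249 for BMP4, 1158 for FGF7, 5637 for GDNF, 544 for KITLG, 240 for LIF and 1130 for PDGFab. The leading control axis gave 164 for BMP4, 426 for FGF2, 55 for FGF7, 306 for GDNF, 38 for KITLG and 164 for PDGFab, and 3 module scores past the threshold; with 3 control axes it was 757 for BMP4, 1139 for FGF2, 425 for FGF7, 174 for GDNF (1000 at the study criteria), 287 for KITLG, 197 for LIF and 593 for PDGFab. Quantile normalization gave 40 for FGF7 and 162 for GDNF, leaving out dim probe sets 169 for GDNF and 102 for PDGFab, a trend with robust estimation 7 for KITLG, and leaving out controls 12, 13 and 14 gave 3151 for GDNF (2844 at the study criteria) and 6 for KITLG. Without the difference limit, 2550 for GDNF and 336 for CTGF met the study criteria, and with the limit 1075 did with GDNF samples 2 and 3. The paired t-test gave 5 for CTGF. The mean connectivity was 3.62 with Spearman correlations, and the fit index 0.636 at a power of 4, 0.734 at 5 and 0.722 with 20 bins. With camera, 47 list scores passed at the preset correlation and 1 at the estimated one. Leaving out 1 sample at a time gave 0 to 3 for AMH (485 to 1172 at the study criteria), 0 to 7 for BMP4, 13 to 364 for FGF2, 0 to 22 for FGF7 (706 to 1231), 59 to 248 for GDNF (1075 to 1513), 0 to 0 for KITLG (742 to 1566), 19 to 76 for LIF (575 to 1494), 1 to 44 for PDGFab, and 208 to 508 at the study criteria for CTGF.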

Differences from the paper's values

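The t-test paired by replicate number for CTGF was chosen only after the data were seen; the other tests were chosen before. Dusp6, Etv5, Hsd11b1 and Slc29a1, among other genes, passed the adjusted threshold here with FGF2. The paper lists them under other growth factors, as given below. Slc29a1 also met the study criteria here with PDGFab, where the paper lists it.

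At the study criteria with limma's p in place of the plain t-test, more probe sets differed here than the paper gives for each of the 8 growth factors. For AMH the paper's count is 268 and the count here 588; of the alternatives set before the data were examined, the t-test on log2 values (348), the t-test on linear values (386) and only probe sets with a symbol (357) come within 1.5 times. For BMP4 the paper gives 79 and the count here is 1224, for FGF2 the paper gives 248 and the count is 1856, for FGF7 123 (the paper's) and 1137, and for PDGFab 275 (the paper's) and 1458; of the single alternatives only the fold limit of 1.5 comes within 1.5 times, with 111, 370, 143 and 252. For GDNF (the paper's 148, here 1639), KITLG (the paper's 271, here 1215) and LIF (the paper's 349, here 1045) no single alternative does; with the fold limit of 1.5 beside another change, the t-test on linear values gave 187 for GDNF, leaving out treated replicate 2 or 3 gave 233 and 322 for KITLG, and leaving out treated replicate 2 or 3 gave 306 and 429 for LIF. The date correction of the paper was not repeated. For CTGF the paper gives 155 and the count here is 208; the paired t-test gave 151, and 148 of the paper's 155 met the criteria with it. The directions of Table S1 were found again for 258 of 268 probe sets with AMH, 77 of 79 with BMP4, 245 of 248 with FGF2, 122 of 123 with FGF7, 148 of 148 with GDNF, 262 of 271 with KITLG, 343 of 349 with LIF, 275 of 275 with PDGFab and 155 of 155 with CTGF.

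The paper gives less than 10% as the share of one list found in another, and the highest share here was 55.1%. Under the alternatives for which it was counted it lay between 52.7% and 61.7%, none within 1.5 times. The fold limit of 1.5 was not among them. For FGF7 and AMH about 36 shared genes stand in Fig. 1, read by eye, and 262 probe sets were shared here. No alternative for which this was counted came within 1.5 times. As a share of the FGF7 list the paper gives more than 30% and the value here is 23.0%, within 1.5 times. The paper states that no gene was in more than 3 lists, and here 599 probe sets met the criteria with more than 3 growth factors. The exponent of the connectivity distribution is minus 1.29 in the paper and minus 1.52 here, and no alternative gave the paper's value; without its sign it is 1.52 here.

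For connectivity within the module, 38 of the 53 genes of Table 2 came within 1.5 times the paper's value and 15 were lower. In the turquoise module the paper's Table 2 puts RGD1306622 (32.6 in the paper, 28 here), Il16 (31.9 and 28.7), Lama5 (30.9 and 26.7) and Plxna4a (30.9 and 27.8) above Fgfr2 (30.8 and 29.9), which is the highest here; on linear values Il16 (36.3) stands above Fgfr2 (35.7). On linear values 52 of the 53 came within 1.5 times, with group means removed 36, over the controls alone 35 and with Spearman correlations 11. The 15 are, with the paper's value first and the value here second, Krt19 (25.2, 15.2), Pdgfa (27, 10.2), Cacna2d3 (19.9, 12), Hhatl (15.7, 7.2), Hsd11b1 (17, 9.2), Slc7a5 (15.6, 7.4), Slc29a1 (15.4, 7.6), Axl (15.4, 8.3), Nrgn (16.1, 9.5), Dusp6 (16.6, 9.5), Rem1 (14.5, 6.3), Shc4 (17, 9.7), Ubash3b (16.9, 6.6), Btg4 (7.4, 4.5) and Etv5 (14.4, 6.9). Linear values come within 1.5 times for all of these but Pdgfa: Krt19 22.2, Cacna2d3 14.1, Hhatl 15.9, Hsd11b1 16.7, Slc7a5 15.9, Slc29a1 15.3, Axl 16.4, Nrgn 16.1, Dusp6 17.6, Rem1 14.5, Shc4 18.7, Ubash3b 15.7, Btg4 5.3 and Etv5 14.7. Group means removed do so for Krt19 (22.3), the controls alone for Krt19 (28.6), Pdgfa (25.1) and Btg4 (5.4), and Spearman correlations for Btg4 (5.8).

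The paper's Table S1 lists Dusp6, Hsd11b1 and Axl under BMP4, Etv5, Shc4 and Dusp4 under AMH, and Slc29a1 and Rem1 under PDGFab, and here each of these 8 genes was past the adjusted threshold with FGF2, with log2 changes of 2.20, 1.35, 0.80, 0.82, 1.82, 1.30, 1.09 and 1.34 in that order. In the lists of the paper Dusp6 differed here by -0.21 with BMP4, Etv5 by -0.27, Shc4 by 0.09 and Dusp4 by 0.03 with AMH (adjusted p = 0.923 for Dusp6 and 1 for the others). The 3 BMP4 genes of Table 2, Dusp6, Hsd11b1 and Axl, had the paper's direction with BMP4, and 0 met the study criteria. The 7 PDGFab genes of Table 2, Slc29a1 and Rem1 among them, had the paper's direction with PDGFab and met the study criteria. An exchange of sample labels was not tested; over the 248 probe sets that the paper lists under FGF2, 245 had its direction here, with r = 0.957 for the log ratios. The cause for the 8 genes stays open. Of the 67 pairs of a gene of Table 2 and a growth factor, 65 had the paper's direction. Table S1 as read here holds 1534 different probe sets, where the paper gives 1540 genes.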

Other observations

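The tests reported here were set before the data were examined, except the covariance with 3 control axes, which was chosen only after the data were seen.

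The members of the modules, such as Fgfr2 and Il16 in turquoise and Dnmt1 in brown, varied together mostly between ovaries of the same treatment. With each group mean removed, 98.3% of the mean squared correlation within the 12 complete modules was left, which argues against the treatments as the cause of the mean coherence of the modules, though the green-yellow module kept 34%, the salmon module 69.6%, the purple module 75.5% and the yellow module 76.2%. The mean is weighted by gene pairs, so that the large turquoise, blue and brown modules carry most of it. Over the 14 controls alone 91.7% was found, as variation that untreated ovaries also show predicts. Whether this variation comes from the litters, the stage of the follicles or the handling of the samples stays open and was not tested.

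The log2 changes of different growth factors ran together, with falls of Rpa3, Bccip and Tomm20 and rises of Scamp4 in several of them. Their mean covariance over the 28 pairs was 0.00965, against 0.00447 in the highest simulation of unchanged groups with shared controls, but 4 of 100 reshufflings of the arrays were as high (0.0185 in the highest); with the controls split into 2 groups of 7 it was 0.00469, and 10 of 100 such reshufflings were as high, so that shared controls and the structure of the arrays cannot be told apart from a shared response. With the leading axis of the controls as a covariate 96.9% was left (95.2% with 3 axes), which argues against that axis as the whole cause. Over the 21 pairs without GDNF the mean was 0.0149 and over the 7 with GDNF -0.00597. A response shared by the growth factors stays open.

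Genes of mitochondria and ribosomes were scored in all treatments; a difference in direction between GDNF and the other growth factors was not tested. The mean score of 31 measured genes of mitochondrial electron transport was lower with GDNF by a difference of -1.04 SDs and that of 39 ribosomal protein genes by -0.96 (exact permutation tests, p = 0.0309 and 0.00882, adjusted p above the threshold). The mitochondrial score was -1.165, -0.881 and -0.899 on the GDNF arrays. Untreated controls 12 (-0.883), 9 (-0.84) and 14 (-0.676) were also low, and control 13 less so (-0.303). Controls 12, 13 and 14 are those that the GDNF arrays resembled (mean r = 0.525). In limma, Rpl23 and Rps16 fell with GDNF by 0.33 and 0.32 over all probe sets, 2 of 39 (6 lower when adjusted over the list alone); neither held with each GDNF sample left out in turn. Of the mitochondrial genes Cox8a rose with FGF2, and over the list alone 9 were lower with GDNF, and both higher and lower ones passed with BMP4 (2 and 6), FGF2 (6 and 2), FGF7 (3 and 7), KITLG (7 and 2) and PDGFab (4 and 2). The ribosomal protein gene Rps3a, which is not in the list, fell with FGF2 and PDGFab by 0.35 and 0.40 over all probe sets, and Rps23 was lower with FGF2 and LIF when adjusted over the list alone (-0.30 and -0.33). Alas2, one of 11 red blood cell genes, passed with LIF when adjusted over the list alone (0.51).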
